# Changes in Gene Expression Profiling and Phenotype in Aged Multidrug Resistance Protein 4-Deficient Mouse Retinas

**DOI:** 10.3390/antiox10030455

**Published:** 2021-03-15

**Authors:** Kyung Woo Kim, Sentaro Kusuhara, Atsuko Katsuyama-Yoshikawa, Sho Nobuyoshi, Megumi Kitamura, Sotaro Mori, Noriyuki Sotani, Kaori Ueda, Wataru Matsumiya, Akiko Miki, Takuji Kurimoto, Hisanori Imai, Makoto Nakamura

**Keywords:** multidrug resistance protein 4, ATP-binding cassette (ABC) transporters, aging, retina, mouse, electroretinogram

## Abstract

Multidrug resistance protein 4 (MRP4) is an energy-dependent membrane transporter responsible for cellular efflux of a broad range of xenobiotics and physiological substrates. In this trial, we aimed to investigate the coeffects of aging and MRP4 deficiency using gene expression microarray and morphological and electrophysiological analyses of mouse retinas. *Mrp4*-knockout (null) mice and wild-type (WT) mice were reared in the same conditions to 8–12 weeks (young) or 45–55 weeks (aged). Microarray analysis identified 186 differently expressed genes from the retinas of aged *Mrp4*-null mice as compared to aged WT mice, and subsequent gene ontology and KEGG pathway analyses showed that differently expressed genes were related to lens, eye development, vision and transcellular barrier functions that are involved in metabolic pathways or viral infection pathways. No significant change in thickness was observed for each retinal layer among young/aged WT mice and young/aged *Mrp4*-null mice. Moreover, immunohistochemical analyses of retinal cell type did not exhibit an overt change in the cellular morphology or distribution among the four age/genotype groups, and the electroretinogram responses showed no significant differences in the amplitude or the latency between aged WT mice and aged *Mrp4*-null mice. Aging would be an insufficient stress to cause some damage to the retina in the presence of MRP4 deficiency.

## 1. Introduction

In general, aging affects all organ systems in individuals via several physiological and pathological processes [1]. Oxidative stress is a major modifier of organ dysfunction and has been linked to age-related diseases, such as cardiovascular diseases, diabetes, chronic kidney diseases and neurodegenerative diseases [2,3,4,5]. A recent systematic review suggests the association of a long lifespan with less oxidative damage, although the authors admitted that the complexity of the etiology and the effects of gene–environment interaction occurring throughout the lifetime remain unclear [6]. Research has shown that oxidative stress regulates the expression of a subset of efflux ATP-binding cassette (ABC) transporters that are located on the cell membrane that protects cells against oxidative stress, including P-glycoprotein, multidrug resistance-related proteins and breast cancer-related proteins [7]. The retina is one of the most susceptible tissues to oxidative damage because it has the highest oxygen consumption rate per kg of the body among body organs, thereby leading to exposure to a large amount of endogenous reactive oxygen species [8]. It is well known that oxidative stress leads to various types of ocular disorders, including retinal dystrophy [9,10]. For example, *ABCA4* is the gene coding ABC transporter (subfamily A, member 4). Its variants are associated with retinal dystrophies such as autosomal recessive Stargardt disease, and recent studies are unraveling complexities in the genetics of *ABCA4*-associated retinopathy [11,12].

Multidrug resistance protein 4 (MRP4) belongs to the C subfamily of ABC transporters and maintains a cellular environment by functioning as an efflux pump. MRP4 transports a wide variety of endogenous and xenobiotic compounds out of cells, some of which usually induce oxidative stress [7,13]. Previous loss-of-function studies imply that mouse MRP4 does not play a critical physiological role because *Mrp4*-deficient mice reared under normal conditions are viable and do not show any overt organ dysfunction [8,14,15,16]. However, it is known that *Mrp4*-deficient mammals express abnormal reactions to various types of stress, such as carotid artery injury, hypoxia-induced pulmonary arterial hypertension and systemic administration of forskolin, an adenylyl cyclase activator [17,18,19]. In the relationship between aging and oxidative stress, MRP4 may play a role in the process of aging. An experimental study that comprehensively investigated mRNA profiles for drug-metabolizing enzymes and transporters showed that mRNA levels of Mrp4 in the liver were higher in aged mice [20]. In another in vivo study, MRP4 was overexpressed in the hearts of aged rats, and pharmacological inhibition of MRP4 restored the positive inotropic effect of β-adrenoreceptor stimulation that was reduced in the senescent heart [21]. Moreover, in *Drosophila*, loss-of-function mutations of *dMRP4*, a *Drosophila* homolog of human *MRP4*, increased sensitivity to oxidative stress and reduced lifespan [22].

Recently, MRP4 has been recognized as an attractive pharmacological target because it contributes not only to detoxification but also to the homeostasis of several signaling molecules. Previous xenobiotic studies identified FDA-approved drugs or bioactive compounds with inhibition potency for MRP4. FDA-approved drugs with MRP4-inhibitory function include drugs that are administered commonly in clinical practice, such as nonsteroidal anti-inflammatory drugs, hypolipidemic agents, antithrombotic agents and angiotensin-converting enzyme inhibitors [13,23,24]. Therefore, aged individuals with systemic diseases might have been exposed to one of these drugs for years. The retina, used as a window to the brain, is a part of the central nervous system (CNS), and animal experiments have confirmed that MRP4 is expressed predominantly on vascular endothelial cells in the retina, as in the brain [13,25,26].

Although evidence is accumulating on the roles of MRP4 in physiological and pathological conditions, the impact of the loss of MRP4 on aging remains elusive. Therefore, to obtain insights into the coeffects of MRP4 deficiency and aging on the CNS, we investigated the changes in gene expression profiles and phenotype in aged mouse retinas; further, we compared these parameters between wild-type (WT) and *Mrp4*-null mice.

## 2. Materials and Methods

### 2.1. Mice

All the animal procedures were reviewed and approved by Kobe University Animal Care and Use Committee (permission numbers P141204 and P200406). The study was performed as per Kobe University animal experimentation regulations and the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Vision Research. Mrp4-knockout mice (gifted from Dr. John D. Schuetz at St. Jude Children’s Research Hospital, Memphis, TN, USA) with a C57BL/6J genetic background were maintained and used. All of the mice were maintained under standard laboratory conditions (12/12 h light/dark cycle and 20–24 °C; food and water were provided without restriction). For all the procedures, anesthetic effect was achieved by intraperitoneal injection of a mixture of 0.75 mg/kg medetomidine, 4.0 mg/kg midazolam and 5.0 mg/kg butorphanol.

### 2.2. Gene Expression Microarray

Retinal tissues were harvested from three mice aged 45–55 weeks and stored in an Eppendorf tube filled with TRIzol (Thermo Fisher Scientific, Waltham, MA, USA) at −80 °C until RNA extraction. We prepared four samples for each mouse genotype (WT and *Mrp4^−/−^*). RNA extraction and the following RNA microarray and KEGG pathway analysis were performed by Macrogen Inc. (Tokyo, Japan). One-color Cy3 RNA labeling and array hybridization to Agilent SurePrint G3 Mouse Gene Expression Arrays 8 × 60 K Ver. 2.0 (Agilent Technologies, Santa Clara, CA, USA) were performed. In brief, labeled cRNA was prepared from 1–5 µg total RNA using Agilent’s Quick Amp Labeling Kit. Following fragmentation, 1.65 µg of cRNA was hybridized to the Agilent expression microarray as per the protocols recommended by the manufacturer. Then the arrays were scanned using Agilent Technologies’ G4900DA SG12494263, and array data export processing and analysis were performed with Agilent Feature Extraction v11.0.1.1. The raw data for the same gene were then summarized automatically in the Agilent Feature Extraction protocol to generate a raw data text file, providing expression data for each gene that was probed on the array.

### 2.3. Data Analyses

Array probes that had Flag A in the samples were filtered out. Selected gProcessed Signal value was transformed by logarithm and normalized using the quantile method. Statistical significance of the expression data was determined using fold change and the local pooled error (LPE) test, wherein the null hypothesis was that no difference exists between the two groups. Hierarchical cluster analysis was performed using complete linkage and Euclidean distance as a measure of similarity. Significant counting by the absolute value of fold change ≥1.5 and *p*-value LPE < 0.05 was performed using the processed data. Then, Gene-Enrichment and Functional Annotation analysis for the significant probe list was performed using Gene Ontology (GO) (http://geneontology.org, accessed on 28 November 2020) and KEGG (http://kegg.jp, accessed on 28 November 2020). All data analysis and visualization of differentially expressed genes were performed using R 3.3.3 (www.r-project.org, accessed on 28 November 2020). Primary microarray data after significant counting have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE162376.

### 2.4. Immunohistochemistry and H&E Staining

Retinal whole-amount immunostaining, immunohistochemical staining of tissue sections and H&E staining for frozen retinal sections were performed as described previously [18,26,27]. Acquisition and analyses of fluorescence images were performed using a confocal laser scanning microscope (LSM-700; Carl Zeiss, Tokyo, Japan), and H&E retinal sections were photographed with BZ-8000 (Keyence, Osaka, Japan). The primary and secondary antibodies used were rat anti-CD31 antibody (BD Pharmingen, San Diego, CA, USA), Cy3-conjugated mouse anti-glial fibrillary acidic protein (GFAP) antibody (Sigma-Aldrich), rabbit anti-glutamine synthetase antibody (Thermo Fisher Scientific, Waltham, MA, USA), rabbit anti-calbindin D-28K (Merck Millipore, Burlington, MA, USA), sheep anti-Chx10 antibody (Exalpha Biological, Shirley, MA, USA), rhodamine-conjugated peanut agglutinin (Vector Laboratories, Burlingame, CA, USA), Cy3-conjugated donkey anti-anti-rat IgG (H + L) antibody (Jackson ImmunoResearch, West Grove, PA, USA), Alexa Fluor 488 conjugated donkey anti-rat IgG antibody (Invitrogen), Alexa Fluor 488 conjugated donkey anti-rabbit IgG antibody (Invitrogen), Alexa Fluor 488 conjugated donkey anti-sheep IgG antibody (Invitrogen) and TO-PRO-3 (Invitrogen). We used Image J software for quantitative analyses (AngioTool software for the analyses of vessel area and total vessel length) [28]. The thickness of each retinal layer was quantified by manually measuring the retinal layers at 100 µm from the optic disc on the H&E retinal section.

### 2.5. Electroretinography Recording

Electroretinography (ERG) recording was conducted as reported previously [29,30], with some modifications. All the animals were dark-adapted overnight before ERG recordings, and all the procedures were performed under dim red light. Mice were anesthetized and positioned on a built-in heating pad that maintains the body temperature at 37 °C. After dilating the pupils using 2.5% phenylephrine and 1.0% tropicamide eye drop, (Santen Pharmaceutical Co., Osaka, Japan), a contact lens electrode embedded with gold wire was placed on the cornea as an active electrode (Mayo, Aichi, Japan), and a chloride silver plate was placed in the mouth as a reference electrode. The ERGs were recorded using commercially available equipment with a Ganzfeld bowl (Mayo, Aichi, Japan). Scotopic recordings were obtained from dark-adapted animals at the following increasing light intensities. Responses were amplified 10,000 times and bandpass-filtered from 0.3 to 500 Hz (PuREC PC-100, Mayo). For the recording of scotopic threshold response (STR), serially increasing luminescence intensities of −6.1, −5.5, −5.1, −4.6 and −4.1 log sc td s were used. Responses were amplified differentially and bandpass-filtered at 0.125–50 Hz, and responses from 80 repeated stimuli for each intensity were averaged. Photopic recordings were performed after 5-min light adaptation intervals on a background light intensity of 1.5 log sc td. Responses were amplified differentially and bandpass-filtered at 0.3–300 Hz, and the responses from 30 (20 for flicker) repeated stimuli for each intensity were averaged.

### 2.6. Statistical Analyses

Statistical analyses were performed using MedCalc software version 11.3 (MedCalc Software, Mariakerke, Belgium). All the descriptive statistics are presented as mean ± standard deviation values (all the experiments were performed at least in triplicate). Comparisons between the groups and among >3 groups were analyzed using Student’s t-test and analysis of variance (ANOVA), respectively. The Student–Newman–Keuls test for all pairwise comparisons was conducted when the F ratio was significant in ANOVA. A *p*-value <0.05 was considered to indicate statistical significance. Microarray data analyses were conducted as described above.

## 3. Results

### 3.1. Altered Gene Expression Profile in Aged Mrp4-Null Mouse Retinas

To examine comprehensive transcriptome information on aged *Mrp4*-null mouse retinas, we performed oligonucleotide-based microarray analysis with Agilent SurePrint G3 Mouse Gene Expression Arrays 8 × 60 K Ver. 2.0 that covers content from RefSeq, Ensembl, RIKEN, UniGene and GenBank databases to provide full coverage of the mouse transcriptome: 27,112 Entrez Genes, 4578 lncRNAs, 39,430 Entrez Gene RNAs and 16,251 lincRNAs. As compared to age-matched WT mice, 186 differently expressed genes were identified from the retinas of aged (about 50 weeks old) *Mrp4*-null mice with the absolute value of fold change ≥ 1.5 and *p*-value of LPE < 0.05 (Table S1). 

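Retinal RNA of aged mice was hybridized to 8 one-color Cy3 arrays, 4 with samples labelled Mrp4-null and 4 with wild-type samples. The authors deposited the scanner output of every array, in which the signal intensity of each spot had been background-subtracted and detrended within the array by the Feature Extraction software but not normalized between arrays. Each array held 59305 spots other than controls, which represented 56605 probes. Between 37610 and 39586 probes were well above background on the arrays labelled Mrp4-null, with a median of 38947. On the wild-type arrays the range was 37344 to 38818, with a median of 38019.5. No spot was saturated. All 8 arrays lay on 1 slide, with each genotype in a row of its own, so the row of the slide and the genotype cannot be told apart. Controls and spots that the software marked as outliers were left out, and the log2 signal was averaged over the spots of a probe. As in the paper's methods, the values were normalized by the quantile method, here over the 37085 probes that were well above background on every measured array of at least 1 genotype. The genotypes were compared with limma, and a probe was called changed when its fold change was at least 1.5 and its Benjamini-Hochberg adjusted p was under 0.05. Of the retained probes, 23654 had a gene name, and these stood for 16094 genes. Where a probe was not well above background on any array of a genotype, its fold change is given as a lower bound, computed from the lowest signal among probes well above background on those arrays or the probe's own signal, whichever was higher. The number of arrays limits the precision of every value.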

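Abcc4, the gene for MRP4, could have further probes among those without a gene name. Among the named probes it was measured by 1, A_52_P630867. Its normalized log2 signal was 10.75 ± 0.09 (SD, n = 4 arrays) on the arrays labelled Mrp4-null and 6.83 ± 0.29 (SD, n = 4) on the wild-type arrays, a log2 fold change of 3.92 (standard error 0.14, adjusted p = 1.36e-05 from limma). Every array labelled Mrp4-null lay above every wild-type array (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). The targeted gene was therefore higher under the knockout label, and every direction given for these arrays follows the labels as deposited. Limma called 202 probes changed, 95 higher and 107 lower on the arrays labelled Mrp4-null. The arrays of the genotypes did not overlap in any of the 202 probes, and they did not overlap in 4.79% of all retained probes, where chance gives 2.86%. Of the changed probes, 123 had a name and stood for 107 genes. Probes of 49 genes were called only higher and those of 56 genes only lower, while Lgi3 and Uggt2, the latter named after its values were seen, had a probe called each way. These counts leave out probes that Table S1 names but whose accession on the array matched no gene, among them a probe of Agpat5 that was called higher, although Agpat5 is counted here as lower. The alternative that moved the count most was the fold change threshold alone, without a test, which 699 probes passed. The local pooled error (LPE) test with Benjamini-Hochberg adjustment called 232 probes, of which 145 were among the 202. The copy of Table S1 that could be read lacks some entries, with 173 against the paper's 186 genes. Of the 173 entries, 166 matched a retained probe by the probe ID and by mean log2 signals within 0.1. Limma called 108 of these 166 probes changed, and the LPE test called 163.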

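Among the 20 probes of Table 1, limma called 18 changed, 8 higher and 10 lower on the arrays labelled Mrp4-null, whose labels the level of Abcc4 goes against. Myom2 was at 8.64 ± 0.21 (SD, n = 4) on the log2 scale against 4.92 ± 0.28 (SD, n = 4) on the wild-type arrays, a log2 fold change of 3.73 (standard error 0.16, adjusted p = 2.02e-05 from limma). Agpat5 was at 6.39 ± 0.10 (SD, n = 4) against 9.29 ± 0.11 (SD, n = 4), a log2 fold change of -2.91 (standard error 0.09, adjusted p = 5.25e-06 from limma). For 4930480K23Rik the log2 fold change was -3.44 (standard error 0.31, adjusted p = 0.00140 from limma). Besides Abcc4, the other 6 probes called higher had log2 fold changes of 1.71 to 2.98, and the other 8 called lower had -2.95 to -2.23. Apbb2 was called at a log2 fold change of -2.25 (adjusted p = 0.0148 from limma), but with no filter on dim probes its adjusted p was 0.0570, and it was not called in 5 of 8 fits that each left out 1 array. Tgds had a log2 fold change of 1.74 (standard error 0.36) and was not called (adjusted p = 0.123 from limma). Ch25h had a log2 fold change of 1.68 (standard error 0.53) and was not called either (adjusted p = 0.450 from limma). Its level was 8.08 on the third array labelled Mrp4-null and 5.56 to 6.06 on the other arrays with that label, and without that array the log2 fold change was 1.11. The arrays of the genotypes did not overlap for Tgds or Ch25h, and the LPE test called both, with adjusted p = 1.29e-11 and 0.0122. A second retained probe moved the same way by at least 1.5-fold for Agpat5, E2f2, Masp2 and Slc25a37, and none did for Spry2 or Apbb2. A further probe, which Table S1 names for Agpat5 and the gene table does not name, was called the other way, with a log2 fold change of 1.42 (adjusted p = 0.00366 from limma). The second probe of Lgi3 was called the other way, with a log2 fold change of 0.91. Of the 14 named genes, 7 lie on chromosome 14 (GRCm38.p6), Abcc4 among them, 3 on chromosome 4 and 2 on chromosome 8.

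**Figure D1:**
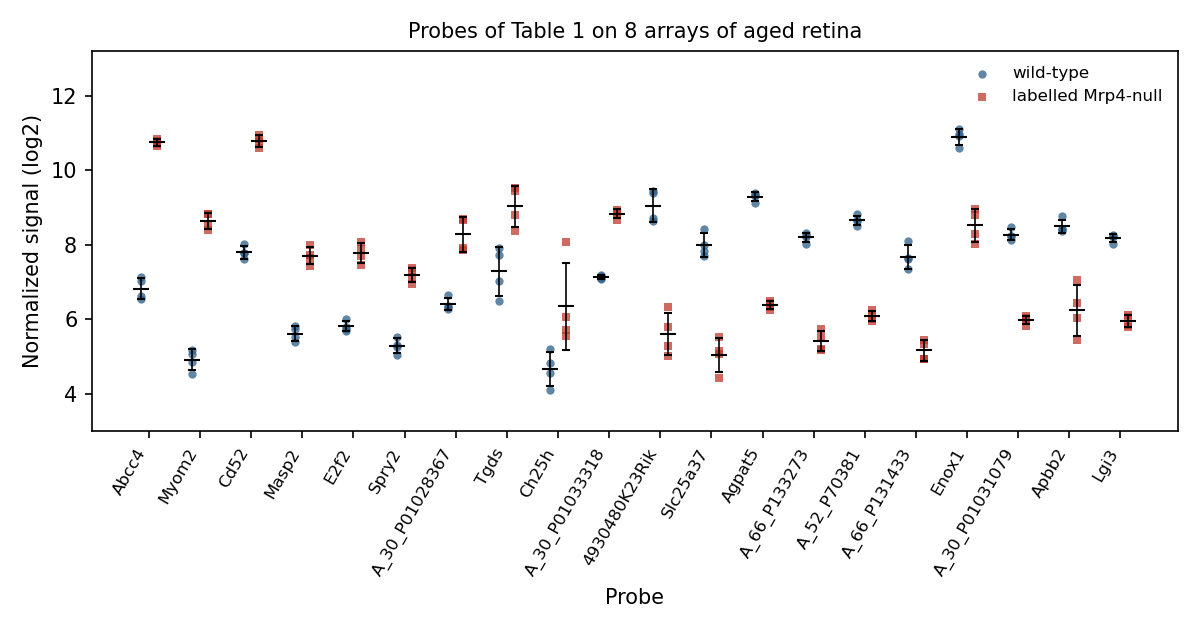
Normalized log2 signal of the 20 probes of Table 1 on the 4 wild-type arrays (circles) and the 4 arrays labelled Mrp4-null (squares), with the mean (horizontal line) and SD (bars) of each genotype. Abcc4 is at 10.75 on average under the Mrp4-null label and at 6.83 in wild-type, and the squares of Ch25h include 1 array at 8.08.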

The top 10 up- or downregulated genes are listed in Table 1.

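The arrays were set against each other by Euclidean distance over the 37075 retained probes with a value on all 8 arrays. The mean distance between arrays of the same genotype was 70.8, and that between arrays of different genotypes was larger by 4.17. This difference was within what other groupings of the arrays gave (exact two-sided permutation test over 35 splits, p = 0.429). In the tree by complete linkage, the second array labelled Mrp4-null joined the third wild-type array, and the first branching parted this pair from the other 6 arrays. Over the 202 changed probes alone, arrays of different genotypes were farther apart by 19.2 (exact permutation test, p = 0.0286), a separation that is built in by how these probes were selected. With 1 array left out, the difference over all retained probes was between 0.516, without the fourth wild-type array, and 8.68, without the second array labelled Mrp4-null. Among the alternatives with all arrays, the one that moved it most was the first factor of the variation within genotypes as a covariate, chosen after the data had been seen, which gave 12.5. That value is largely built in as well, because the factor was taken from the variation within these genotypes and was not estimated anew for other groupings. The genotype means of the 37085 probes had a Pearson correlation of 0.997, which is across probes, and probes are not independent replicates. Among single probes, Erdr1 was higher on the arrays labelled Mrp4-null, with a log2 fold change of 0.87 (standard error 0.15, adjusted p = 0.0464 from limma). Uchl1 was lower, at -0.67 (standard error 0.10, adjusted p = 0.0234 from limma), as was Rab6b, at -0.59 (standard error 0.09, adjusted p = 0.0314 from limma).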

Figure 1 and Figure 2 present the clustering of the gene expression data and scatter and volume plots of the microarray analysis. 

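The gene sets of the Gene Ontology are not among the files, so lens genes were followed through a list of 27 crystallin and other lens genes that was set before the data were examined. The retained probes covered 19 of them, each represented by its probe with the highest mean signal. All 19 were lower on average on the arrays labelled Mrp4-null, with a mean log2 fold change of -1.12 and a median of -1.38. Limma's camera test, with a preset correlation of 0.01 between genes, gave p = 1.27e-10. The list did not pass under fry (p = 0.0914), under camera with an estimated correlation (p = 0.110) or in an exact two-sided permutation test of the list's mean per array (p = 0.143). Of the 19 genes, 0 were called changed by limma over all genes tested and 0 when adjusted over the list alone, where the smallest adjusted p was 0.0908, while 5 had an unadjusted p under 0.05. The LPE test called 13 lens genes by any of their probes, and 12 by the representing probe. The 9 listed genes that are also in the readable copy of Table S1, which the study chose on these samples and which are therefore not independent evidence, had a mean log2 fold change of -1.32 (exact permutation test, p = 0.143). The other 10 genes, which could include some in the missing entries, had -0.94 (exact permutation test, p = 0.171). Mip had the largest fall, -2.44 (standard error 1.39), and was well above background on 2 of the 4 arrays labelled Mrp4-null. For uridine-diphosphatase activity, Entpd4 on chromosome 14 had 3 retained probes, all lower. Limma called those at -0.99 (standard error 0.08, adjusted p = 0.00110) and -0.79 (standard error 0.09, adjusted p = 0.00720) but not the one at -1.05 (standard error 0.30, adjusted p = 0.349). Table S1 names the probe at -0.79 for the paralog Entpd4b. It names 1 more probe for Entpd4b, which the gene table does not name, and limma called that probe lower as well, at -1.19 (adjusted p = 0.00698). Entpd4b was singled out after its values were seen, and a signal shared between these genes could not be separated.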

GO analysis results showed that differentially expressed genes were significantly enriched in biological processes, molecular functions and cell components: lens development in the camera-type eye, camera-type eye development, visual system development, sensory system development, eye development, sensory organ development, visual perception, sensory perception of light stimulus, lens fiber cell differentiation, lens fiber cell development, structural constituent of eye lens, structural molecule activity, uridine-diphosphatase activity, intrinsic component of autophagosome membrane, integral component of autophagosome membrane, intrinsic component of vacuolar membrane, integral component of vacuolar membrane and integral component of synaptic vesicle membrane (Figure 2b–d). Subsequent KEGG pathway analysis revealed that differently expressed genes were mainly involved in the “metabolic pathway”, “glycerophospholipid metabolism”, “herpes simplex virus 1 infection” and “Kaposi sarcoma-associated herpes virus infection” (Figure S1).

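The members of the KEGG pathways are not among the files, and lists of genes set before the data were examined were used instead. Of 53 genes of phospholipid synthesis, 52 had a retained probe, and their mean log2 fold change on the arrays labelled Mrp4-null was -0.02 (limma's camera, adjusted p = 0.722 by the Benjamini-Hochberg method over 18 lists). By the probes named through the gene table, limma called 2 of them changed, over all genes tested and also when adjusted over the list alone. These were Agpat5 and Lpcat2, both on chromosome 8. A probe that has a name only in Table S1, for the listed gene Dgkh on chromosome 14, is not in these counts. Limma called it lower, at -1.30 (adjusted p = 0.00222), and called none of the other retained probes of Dgkh. Lpcat2 was lower by both of its probes, with log2 fold changes of -0.97 (standard error 0.11, adjusted p = 0.00676) and -0.78 (standard error 0.12, adjusted p = 0.0312). Agpat5 had a second probe, at -0.61 (standard error 0.09, adjusted p = 0.0206 from limma), while the probe that only Table S1 names for it was higher. For the herpes simplex pathway, 361 of 377 genes with a Zfp symbol had a retained probe, with a mean log2 fold change of -0.03 (limma's camera, adjusted p = 0.760). Limma called 5 of these genes changed over all genes tested and 6 when adjusted over the list alone. Zfp330 on chromosome 8 was at -0.95. The others lie on chromosome 4, where Zfp982 was at -1.78 and Zfp985 at -0.98, while Zfp981 was at 0.94 and 3 probes of Zfp600 were at 0.92 to 1.26. The second probe of Zfp985 had the other sign, as did a further retained probe of Zfp600. Neither list passed under fry or under camera with an estimated correlation. These tests look for a shift of a whole list in a common direction. The paper's analysis concerned enrichment of pathways among its changed genes, whichever way they moved. Over-representation of changed genes in the lists was not tested, so these results do not decide that claim.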

### 3.2. Thickness Changes in Each Retinal Layer

We hypothesized that differently expressed genes in aged *Mrp4*-null mouse retinas have some associations with the retinal architecture. Therefore, we then assessed the thickness changes in each retinal layer: nerve fiber layer (NFL)/ganglion cell layer (GCL) complex, inner plexiform layer (IPL), inner nuclear layer (INL), outer plexiform layer (OPL), outer nuclear layer (ONL) and photoreceptor layer (PhR). Figure 3 shows the results of H&E staining. No significant change in the thickness was observed for each retinal layer among young (8–12 weeks) WT mice, aged (45–55 weeks) WT mice, young *Mrp4*-null mice and aged *Mrp4*-null mice.

### 3.3. Morphology and Distribution of Each Retinal Cell Type

In response to the results of H&E staining, we checked the morphology and distribution of each retinal cell type because the changes related to aging and *Mrp4* deficiency might be detected at the cellular level. Section immunohistochemical staining demonstrated no apparent changes in the morphology and distribution among young/aged WT mice and young/aged *Mrp4*-null mice for vascular endothelial cells (CD31), astrocytes (GFAP), Muller cells (glutamine synthetase), horizontal and amacrine cells (calbindin), bipolar cells (Chx10) or photoreceptors (peanut agglutinin) (Figure 4).

Retinal whole-mount immunostaining was performed for the two-dimensional evaluation of retinal vessels and the astrocyte network that could not be used for performing section immunohistochemistry. Further, the results showed no overt change in young/aged WT mice and young/aged *Mrp4*-null mice in terms of the retinal vasculature or astrocyte network, although some layers showed a small but significant difference in the vascular area, total vascular length or both (Figure 5 and Figure 6).

### 3.4. Electrophysiological Function of the Retina

In order to test whether the retinas of aged *Mrp4*-null mice have the same retinal function as those of WT mice, we conducted electrophysiological analyses. Electroretinography (ERG) performed for aged *Mrp4*-null mice showed no significant difference from aged WT mice in terms of the amplitude and latency of a- and b-waves and the amplitude of positive STR (Figure 7 and Figure S2).

## 4. Discussion

In the current study, we performed a comprehensive transcriptome analysis and identified 186 differently expressed genes in aged *Mrp4*-null mice as compared to aged WT mice and obtained the information on significant GO terms and KEGG pathways using the differently expressed gene. However, no overt retinal phenotype related to aging or *Mrp4* deficiency was observed in the retinal architecture, morphology and distribution of each retinal cell type or electrophysiological function.

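Genes of retinal endothelium and of the blood-retinal barrier were followed through lists set before the data were examined. The 12 endothelial genes, all with a retained probe, had a mean log2 fold change of -0.09 on the arrays labelled Mrp4-null (limma's camera, adjusted p = 0.435 over 18 lists), and 5 of the 12 were higher. The 14 barrier genes had a mean of -0.04 and a median of 0.0010, which differ in sign, and 7 were higher (limma's camera, adjusted p = 0.607). Leaving out the second array labelled Mrp4-null turned the mean of the barrier list to 0.035, and leaving out the second wild-type array turned its sign as well. The mean of the endothelial list was -0.039 without the second array labelled Mrp4-null and -0.13 without the third. Limma called 0 genes of either list changed, both over all genes tested and adjusted over the list alone. An unadjusted p under 0.05 was found for 3 endothelial and 2 barrier genes, and the LPE test called 0 in each list. Per array, the mean log2 signal of the endothelial genes was between 7.82 and 8.11 under the Mrp4-null label and between 8.00 and 8.22 in wild-type, so the ranges overlapped. The difference of the list's mean was within what other groupings of the arrays gave (exact permutation test, p = 0.400). A mean over the list can hide changes of single genes.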

A total of 186 differently expressed genes would reflect the effects of blood–retinal barrier (BRB) dysfunction on the neural retina because (1) MRP4 is almost exclusively expressed in vascular endothelial cells in the retina [25,26], (2) endothelial cells are major components of the BRB [31,32], (3) MRP4 restricts transcellular transport [23] and (4) endothelial cells account for only a small cell population (0.1%) in the retina [33]. The GO terms significantly classified using 186 differently expressed genes involved those related to the lens (lens development in camera-type eye, lens fiber cell differentiation and lens fiber cell development), eye development (camera-type eye development, visual system development, sensory system development, eye development and sensory organ development) and vision (visual perception and sensory perception of light stimulus) for biological process. We confirmed that the extracted GO terms in our study varied from those in other studies that investigated the effect of ocular inflammation, ultraviolet radiation or strain [34,35,36]. It surprised us that differently expressed genes were enriched within lens-related GO because the retina and lens are recognized as two entirely different tissue types. However, this result might convey an important message to us. For example, crystallins are primarily found as major structural proteins of the ocular lens; however, has been disclosed that αB-crystallin acts as a regulator of retinal angiogenesis [37]. 

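The mean log2 signal of the 19 lens genes was 6.68, 6.42, 7.51 and 8.22 on the 4 arrays labelled Mrp4-null and 8.51, 9.37, 7.35 and 8.08 on the 4 wild-type arrays. The SD between arrays was 0.82 under the Mrp4-null label and 0.85 in wild-type, and the values of the genotypes overlapped. Cryab, the gene for αB-crystallin, was at 12.31 ± 0.29 (SD, n = 4) and 12.66 ± 0.51 (SD, n = 4), a log2 fold change of -0.34 (standard error 0.25, adjusted p = 1.00 from limma). Among the 19 genes, the SD between the arrays labelled Mrp4-null was smallest for Crygc, 0.16, and largest for Mip, 2.97.

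**Figure D2:**
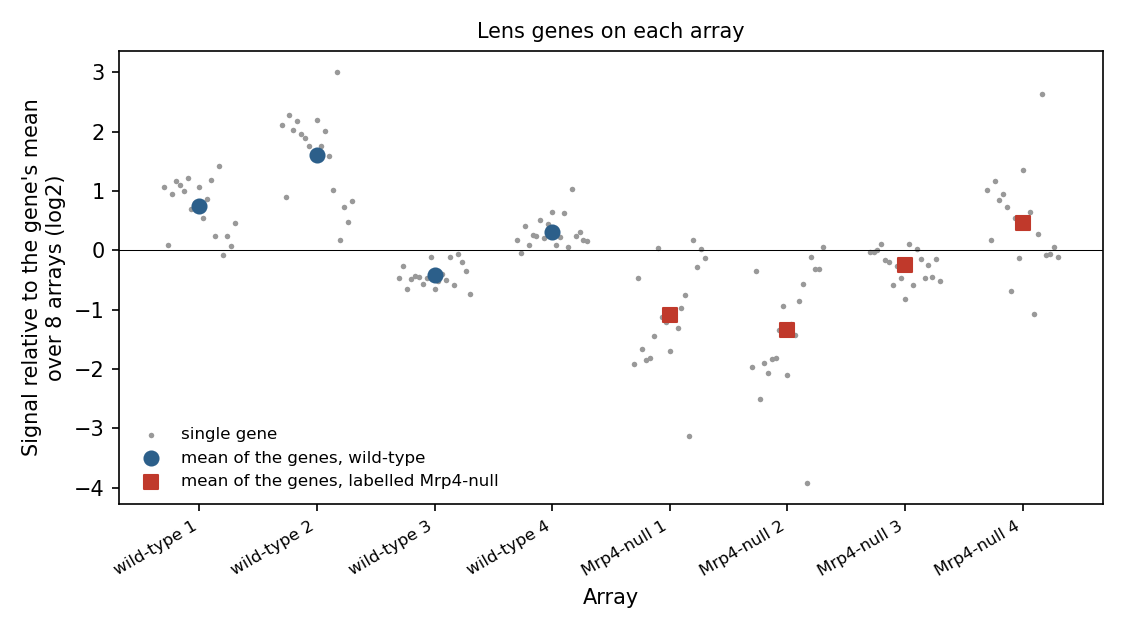
Log2 signal of the 19 lens genes on each array relative to the gene's mean over the 8 arrays. Small dots are single genes, and large symbols are their mean on the 4 wild-type arrays (circles) and the 4 arrays labelled Mrp4-null (squares). The means overlap between the genotypes, from 6.42 to 8.22 before centring under the Mrp4-null label and from 7.35 to 9.37 in wild-type.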

The significant GO terms for molecular function or cellular components, such as structural molecule activity, intrinsic component of vacuolar membrane and integral component of synaptic vesicle membrane might be associated with the MRP4 transcellular barrier function in the CNS [38]. Specific signaling pathways affected by *Mrp4* deficiency in aged mouse retinas included “metabolic pathway”, “glycerophospholipid metabolism”, “herpes simplex virus 1 infection” and “Kaposi sarcoma-associated herpes virus infection”. Although distinct relationships between the first two pathways and MRP4 remain unknown, the last two pathways might be associated with MRP4 function as an efflux transporter because antiviral agents are MRP4 substrates [23,39].

Before focusing on some key genes that were significantly upregulated or downregulated in aged *Mrp4*-null mice in the list, we checked the severity of the impact on the retina aging and *Mrp4* deficiency. Thickness change in the specific retinal layer is likely to be a good marker of retinal degeneration [40]; therefore, we measured the thickness of retinal layers in young/aged WT mice and young/aged *Mrp4*-null mice and performed a comparison. Unexpectedly, although >100 of the genes are differently expressed in aged *Mrp4*-null mouse retinas, changes in the thickness of each retinal layer did not show any significant differences. We checked some retinal sections from WT and *Mrp4*-null mice aged 2 years and found no overt retinal phenotype (data not shown). Moreover, immunohistochemical analyses of the retinal cell type did not exhibit any obvious change in the cellular morphology or distribution among the four age/genotype mouse groups. Inconspicuous vascular phenotypes observed in the intermediate or deep retinal layer, or in both layers, might be attributed to *Mrp4* deficiency, aging or both, because we previously disclosed that *Mrp4* deficiency led to retinal vascular phenotypes after forskolin administration in neonatal mice [18]. An extensive electrophysiological analysis confirmed these histological results, showing no significant ERG responses in the amplitude or the latency between the aged WT mice and aged *Mrp4*-null mice. Based on these experimental results, we concluded that aging is an insufficient stress to cause some damage to the retina in *Mrp4*-null mice. However, we are currently unable to explain why aged *Mrp4*-null mice show no evident retinal phenotype in spite of the presence of many differently expressed genes in the retina. We made the following speculations: (1) as the mice had been housed under well-controlled and specific-pathogen-free conditions, accumulated endogenous and exogenous stresses were beneath the threshold that caused retinal damage; (2) other efflux transporter family proteins expressed in the retina compensated for the lack of MRP4; and (3) the pleiotropic effects of the loss of MRP4 function canceled the molecular pathways causing retinal dysfunction. In any case, the point is that the coeffects of MRP4 deficiency and aging are unlikely to cause serious damage to the retina. It might be a boon to patients who continue taking drugs with MRP4-inhibitory activity; however, further studies should be performed to find a resolution of this issue because they have systemic diseases, such as hyperlipidemia, hypertension and cancer, that may impose another stress in addition to aging [13,23,24].

This study has certain limitations. First, microarray analysis was performed at only one time point. If microarray data were acquired at many different time points, the coeffects of MRP4 and chronological aging on retinal phenotype could be further understood. Second, we used whole retinas to investigate the differences in gene expression. Although the major component of the retina is the neuron, the retina has several types of neurons as well as glial cells and vascular endothelial cells. Therefore, we observed the sum of gene expression levels derived from different cell types in our microarray data. Omics analysis of the data from isolated retinal cells would be ideal, as some investigators performed studies using cultured cells [41,42,43]. However, inconspicuous retinal phenotypes observed in aged *Mrp4*-null mice had not provoked us to conduct further experiments (e.g., RNA-seq experiments using FACS-isolated retinal cells). Third, although technically difficult, we did not evaluate cell behaviors that would facilitate brain research because the retina is an ideal tissue for in vivo imaging, and the cellular events that occurred in the retina were linked to those in the brain.

In conclusion, MRP4 deficiency in aged mice caused different gene expression than in WT mice. 

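The 107 genes called changed between the genotypes were not spread evenly over the genome. In the gene order of GRCm38.p6, 88 of them had another changed gene within 5 Mb, against a median of 45 and a maximum of 68 in 10000 random draws of 107 tested genes (permutation test, p = 0.0001, the smallest that the draws can give). Chromosome 8 held 35 of the changed genes, chromosome 4 held 23 and chromosome 14, where Abcc4 lies, held 20. The share on chromosome 14 was 18.7%, against 3.47% of the genes tested (Fisher's exact test, two-sided, p = 6.48e-10). That test takes genes as independent, which clustered genes are not, so its p is too small. Chromosomes 8 and 4 held larger shares of the changed genes, 32.7% and 21.5%. On them 837 and 1015 genes were tested, against 558 on chromosome 14. Xist was well above background on all 4 arrays labelled Mrp4-null and on 2 of the wild-type arrays, and Y-linked probes were well above background on 3 wild-type arrays and on no array labelled Mrp4-null. From the differences in expression between the genotypes, the paper concludes that the lack of MRP4 changed gene expression in aged mice.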

The analyzed gene profiles suggest that aging and MRP4 deficiency affect the expression in the retina of genes associated with the lens, eye development, vision and transcellular barrier function that are involved in metabolic pathways or viral infection pathways. However, the magnitude of the impact of gene expression changes observed in aged *Mrp4*-null mice on the retinal morphology and function would be small. Aging is insufficient as a stress to cause some damage to the retina in *Mrp4*-null mice, and further studies should be performed to investigate the coeffects of Mrp4 deficiency and other types of stress, such as hyperglycemia and inflammation.

## Figures and Tables

**Figure 1:**
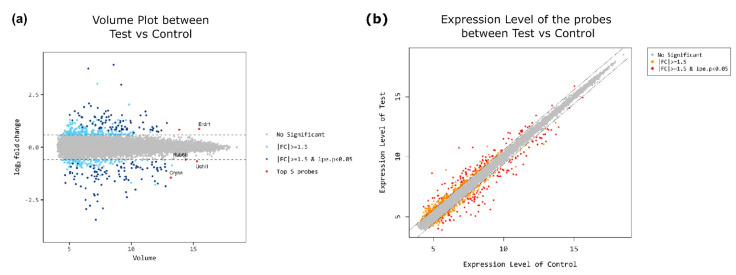
Volume and scatter plots of the normalized microarray data. (**a**) Volume plot. (**b**) Scatter plot. Test, Mrp4-null mice; control, wild-type mice; fc, fold change; lpe, local pooled error.

**Figure 2:**
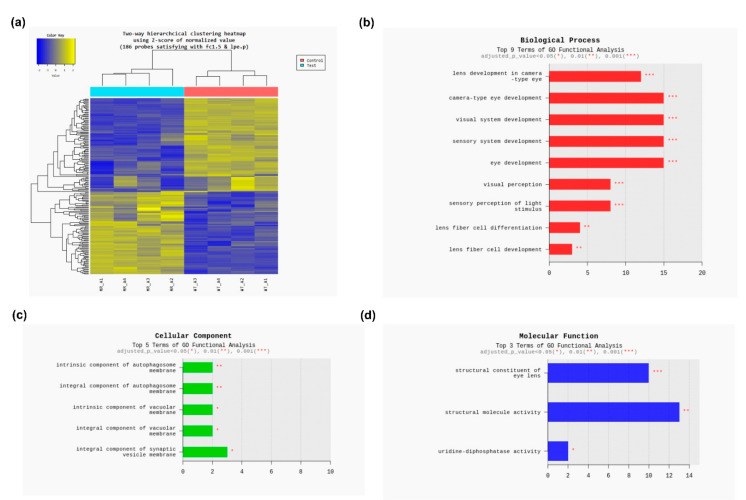
Microarray data analyses. (**a**) Cluster analysis. (**b**) GO analysis (biological process). (**c**) GO analysis (cellular component). (**d**) GO analysis (molecular function). Test, *Mrp4*-null mice; control, wild-type mice; MR, *Mrp4*-null mice; WT, wild-type mice; fc, fold change; lpe, local pooled error; GO, gene ontology.

**Figure 3:**
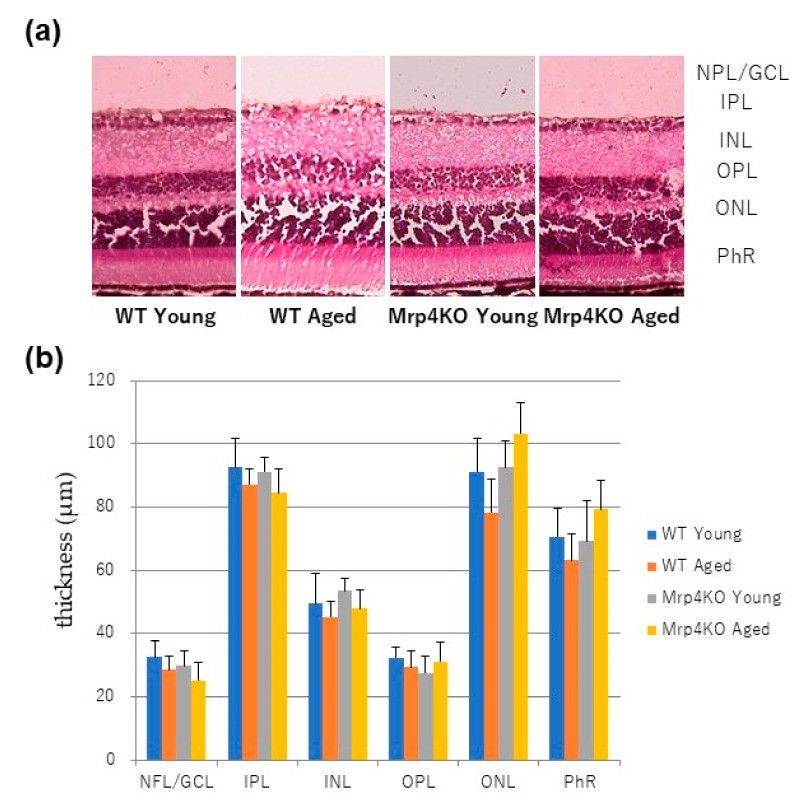
H&E staining results. (**a**) Representative retinal section images of H&E staining. (**b**) Quantitative comparison of thickness in each retinal layer. No significant difference was observed (*n* = 6). WT, wild-type mice; Mrp4KO, *Mrp4*-null mice; NFL, nerve fiber layer; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; PhR, photoreceptor layer.

**Figure 4:**
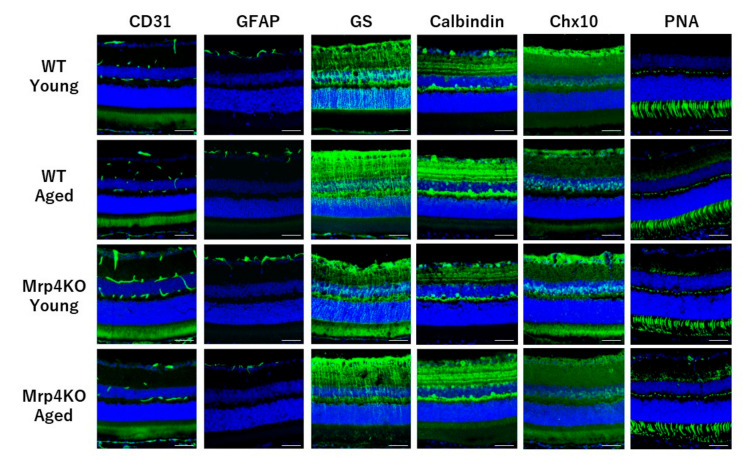
Immunohistochemical staining results of the retinal section. Bar = 100 μm. WT, wild-type mice; Mrp4KO, Mrp4-null mice; GFAP, glial fibrillary acidic protein; GS, glutamine synthetase; PNA, peanut agglutinin.

**Figure 5:**
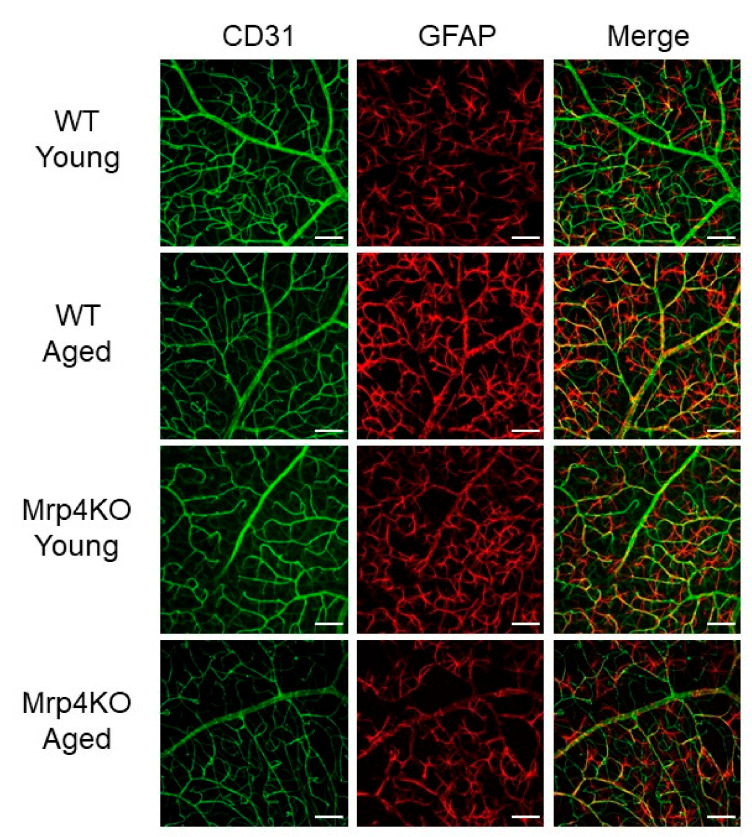
Immunohistochemical staining results of whole mount retina. Retinal vasculature and astrocyte network at the superficial layer of the retina. Bar = 100 μm.

**Figure 6:**
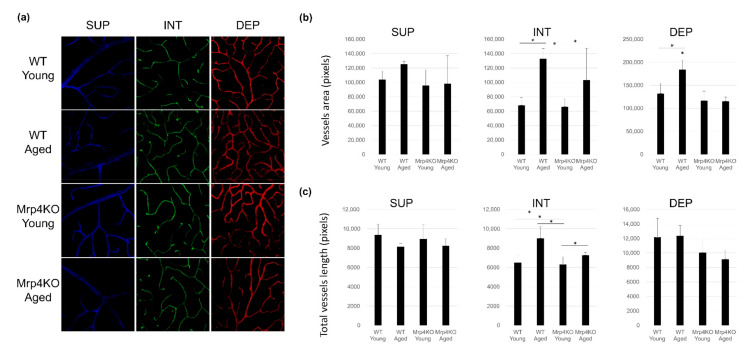
Retinal vasculature at the different levels of the retinal layer. (**a**) Representative images (x20 objective). (**b**) Quantitative comparison of vessel area in each retinal layer (*n* = 3–4). (**c**) Quantitative comparison of the total vessel length in each retinal layer (*n* = 3–4). WT, wild-type mice; Mrp4KO, Mrp4-null mice; GFAP, glial fibrillary acidic protein; SUP, superficial retinal layer; INT, intermediate retinal layer; DEP, deep retinal layer. * *p* < 0.05.

**Figure 7:**
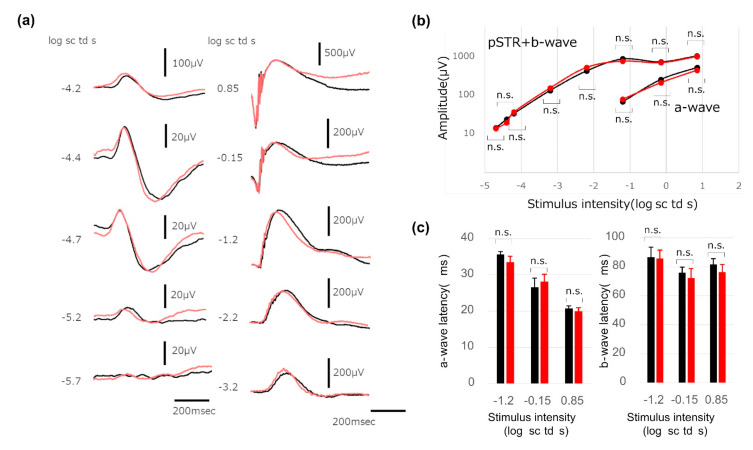
Results of scotopic electroretinography (ERG) phenotype. (**a**) Representative dark-adapted ERG recordings. (**b**) Quantitative analyses of the amplitude of pSTR + b-wave (*n* = 6). (**c**) Quantitative analyses of the latency of a- and b-waves (*n* = 6). Error bar = standard deviation. Black lines or black bars represent the data from aged (45 weeks old) WT mice and red lines or red bars represent the data from aged (45 weeks old) *Mrp4*-null mice. pSTR, positive scotopic threshold response; n.s., not significant.

**Table 1:** The top 10 up- or downregulated probe list in the retina of aged *Mrp4* knockout mice. LPE, local pooled error; N.A., not applicable.

**Upregulated**				
**Probe ID**	**Gene Symbol**	**RefSeq Accession**	**Fold Change**	**LPE**
A_52_P630867	Abcc4	NM_001033336	15.131763	0
A_51_P431785	Myom2	NM_008664	13.353321	0
A_51_P151126	Cd52	NM_013706	7.874139	0
A_55_P2185504	Masp2	NM_010767	4.247988	3.44 × 10^−12^
A_51_P368009	E2f2	NM_177733	3.894574	6.01 × 10^−12^
A_51_P445153	Spry2	NM_011897	3.755293	5.16 × 10^−12^
A_30_P01028367	N.A.	N.A.	3.664921	2.52 × 10^−12^
A_51_P251402	Tgds	NM_029578	3.344442	1.20 × 10^−11^
A_51_P112966	Ch25h	NM_009890	3.289766	7.45 × 10^−3^
A_30_P01033318	N.A.	N.A.	3.262382	4.25 × 10^−11^
**Downregulated**				
**Probe ID**	**Gene Symbol**	**RefSeq Accession**	**Fold Change**	**LPE**
A_55_P2003614	4930480K23Rik	NR_130157	−10.853326	9.49 × 10^−41^
A_55_P2032445	Slc25a37	NM_026331	−7.660266	1.36 × 10^−23^
A_51_P361286	Agpat5	NM_026792	−7.499705	1.30 × 10^−29^
A_66_P133273	N.A.	N.A.	−6.848760	4.22 × 10^−25^
A_52_P70381	N.A.	N.A.	−5.933803	1.07 × 10^−21^
A_66_P131433	N.A.	N.A.	−5.677915	3.04 × 10^−18^
A_52_P529374	Enox1	NM_172813	−5.194814	2.29 × 10^−26^
A_30_P01031079	N.A.	N.A.	−4.905352	9.37 × 10^−16^
A_52_P555603	Apbb2	N.A.	−4.743147	2.78 × 10^−15^
A_55_P2737912	Lgi3	NR_130157	−4.697855	2.53 × 10^−16^

## Data Availability

According to the journal guidelines, RNA-Seq data was deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE162376.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-3921/10/3/455/s1, Figure S1: KEGG pathway analysis result, Figure S2: Results of photopic electroretinogram (ERG) phenotype, Table S1: Differentially expressed gene list.

## References

[1] Da Costa J.P., Vitorino R., Silva G.M., Vogel C., Duarte A.C., Rocha-Santos T. (2016). A synopsis on aging-Theories, mechanisms and future prospects. Ageing Res. Rev..

[2] El Assar M., Angulo J., Rodriguez-Manas L. (2013). Oxidative stress and vascular inflammation in aging. Free Radic. Biol. Med..

[3] Gerber P.A., Rutter G.A. (2017). The Role of Oxidative Stress and Hypoxia in Pancreatic Beta-Cell Dysfunction in Diabetes Mellitus. Antioxid. Redox Signal..

[4] Jha J.C., Banal C., Chow B.S., Cooper M.E., Jandeleit-Dahm K. (2016). Diabetes and Kidney Disease: Role of Oxidative Stress. Antioxid. Redox Signal..

[5] Schrag M., Mueller C., Zabel M., Crofton A., Kirsch W.M., Ghribi O., Squitti R., Perry G. (2013). Oxidative stress in blood in Alzheimer’s disease and mild cognitive impairment: A meta-analysis. Neurobiol. Dis..

[6] Belenguer-Varea A., Tarazona-Santabalbina F.J., Avellana-Zaragoza J.A., Martinez-Reig M., Mas-Bargues C., Ingles M. (2020). Oxidative stress and exceptional human longevity: Systematic review. Free Radic. Biol. Med..

[7] Grewal G.K., Kukal S., Kanojia N., Saso L., Kukreti S., Kukreti R. (2017). Effect of Oxidative Stress on ABC Transporters: Contribution to Epilepsy Pharmacoresistance. Molecules.

[8] Leggas M., Adachi M., Scheffer G.L., Sun D., Wielinga P., Du G., Mercer K.E., Zhuang Y., Panetta J.C., Johnston B. (2004). Mrp4 confers resistance to topotecan and protects the brain from chemotherapy. Mol. Cell Biol..

[9] Domènech E.B., Marfany G. (2020). The Relevance of Oxidative Stress in the Pathogenesis and Therapy of Retinal Dystrophies. Antioxidants.

[10] Donato L., Scimone C., Alibrandi S., Abdalla E.M., Nabil K.M., D’Angelo R., Sidoti A. (2020). New Omics-Derived Perspectives on Retinal Dystrophies: Could Ion Channels-Encoding or Related Genes Act as Modifier of Pathological Phenotype?. Int. J. Mol. Sci..

[11] Cremers F.P.M., Lee W., Collin R.W.J., Allikmets R. (2020). Clinical spectrum, genetic complexity and therapeutic approaches for retinal disease caused by ABCA4 mutations. Prog. Retin. Eye Res..

[12] D’Angelo R., Donato L., Venza I., Scimone C., Aragona P., Sidoti A. (2017). Possible protective role of the ABCA4 gene c.1268A>G missense variant in Stargardt disease and syndromic retinitis pigmentosa in a Sicilian family: Preliminary data. Int. J. Mol. Med..

[13] Russel F.G., Koenderink J.B., Masereeuw R. (2008). Multidrug resistance protein 4 (MRP4/ABCC4): A versatile efflux transporter for drugs and signalling molecules. Trends Pharmacol. Sci..

[14] Belinsky M.G., Guo P., Lee K., Zhou F., Kotova E., Grinberg A., Westphal H., Shchaveleva I., Klein-Szanto A., Gallo J.M. (2007). Multidrug resistance protein 4 protects bone marrow, thymus, spleen, and intestine from nucleotide analogue-induced damage. Cancer Res..

[15] Lin Z.P., Zhu Y.L., Johnson D.R., Rice K.P., Nottoli T., Hains B.C., McGrath J., Waxman S.G., Sartorelli A.C. (2008). Disruption of cAMP and prostaglandin E2 transport by multidrug resistance protein 4 deficiency alters cAMP-mediated signaling and nociceptive response. Mol. Pharmacol..

[16] Mennone A., Soroka C.J., Cai S.Y., Harry K., Adachi M., Hagey L., Schuetz J.D., Boyer J.L. (2006). Mrp4-/- mice have an impaired cytoprotective response in obstructive cholestasis. Hepatology.

[17] Hara Y., Sassi Y., Guibert C., Gambaryan N., Dorfmuller P., Eddahibi S., Lompre A.M., Humbert M., Hulot J.S. (2011). Inhibition of MRP4 prevents and reverses pulmonary hypertension in mice. J. Clin. Investig..

[18] Matsumiya W., Kusuhara S., Hayashibe K., Maruyama K., Kusuhara H., Tagami M., Schuetz J.D., Negi A. (2012). Forskolin modifies retinal vascular development in Mrp4-knockout mice. Investig. Ophthalmol. Vis. Sci..

[19] Sassi Y., Lipskaia L., Vandecasteele G., Nikolaev V.O., Hatem S.N., Cohen-Aubart F., Russel F.G., Mougenot N., Vrignaud C., Lechat P. (2008). Multidrug resistance-associated protein 4 regulates cAMP-dependent signaling pathways and controls human and rat SMC proliferation. J. Clin. Investig..

[20] Fu Z.D., Csanaky I.L., Klaassen C.D. (2012). Effects of aging on mRNA profiles for drug-metabolizing enzymes and transporters in livers of male and female mice. Drug Metab. Dispos..

[21] Carillion A., Feldman S., Jiang C., Atassi F., Na N., Mougenot N., Besse S., Hulot J.S., Riou B., Amour J. (2015). Overexpression of cyclic adenosine monophosphate effluent protein MRP4 induces an altered response to beta-adrenergic stimulation in the senescent rat heart. Anesthesiology.

[22] Huang H., Lu-Bo Y., Haddad G.G. (2014). A Drosophila ABC transporter regulates lifespan. PLoS Genet..

[23] Berthier J., Arnion H., Saint-Marcoux F., Picard N. (2019). Multidrug resistance-associated protein 4 in pharmacology: Overview of its contribution to pharmacokinetics, pharmacodynamics and pharmacogenetics. Life Sci..

[24] Cheung L., Yu D.M., Neiron Z., Failes T.W., Arndt G.M., Fletcher J.I. (2015). Identification of new MRP4 inhibitors from a library of FDA approved drugs using a high-throughput bioluminescence screen. Biochem. Pharmacol..

[25] Tachikawa M., Toki H., Tomi M., Hosoya K. (2008). Gene expression profiles of ATP-binding cassette transporter A and C subfamilies in mouse retinal vascular endothelial cells. Microvasc. Res..

[26] Tagami M., Kusuhara S., Honda S., Tsukahara Y., Negi A. (2009). Expression of ATP-binding cassette transporters at the inner blood-retinal barrier in a neonatal mouse model of oxygen-induced retinopathy. Brain Res..

[27] Katsuyama A., Kusuhara S., Asahara S.I., Nakai S.I., Mori S., Matsumiya W., Miki A., Kurimoto T., Imai H., Kido Y. (2020). En face slab optical coherence tomography imaging successfully monitors progressive degenerative changes in the innermost layer of the diabetic retina. BMJ Open Diabetes Res. Care.

[28] Zudaire E., Gambardella L., Kurcz C., Vermeren S. (2011). A computational tool for quantitative analysis of vascular networks. PLoS ONE.

[29] Mori S., Kurimoto T., Miki A., Maeda H., Kusuhara S., Nakamura M. (2020). Aqp9 Gene Deletion Enhances Retinal Ganglion Cell (RGC) Death and Dysfunction Induced by Optic Nerve Crush: Evidence that Aquaporin 9 Acts as an Astrocyte-to-Neuron Lactate Shuttle in Concert with Monocarboxylate Transporters To Support RGC Function and Survival. Mol. Neurobiol..

[30] Moshiri A., Gonzalez E., Tagawa K., Maeda H., Wang M., Frishman L.J., Wang S.W. (2008). Near complete loss of retinal ganglion cells in the math5/brn3b double knockout elicits severe reductions of other cell types during retinal development. Dev. Biol..

[31] Kusuhara S., Fukushima Y., Ogura S., Inoue N., Uemura A. (2018). Pathophysiology of Diabetic Retinopathy: The Old and the New. Diabetes Metab. J..

[32] Ogura S., Kurata K., Hattori Y., Takase H., Ishiguro-Oonuma T., Hwang Y., Ahn S., Park I., Ikeda W., Kusuhara S. (2017). Sustained inflammation after pericyte depletion induces irreversible blood-retina barrier breakdown. JCI Insight.

[33] Kusuhara S., Fukushima Y., Fukuhara S., Jakt L.M., Okada M., Shimizu Y., Hata M., Nishida K., Negi A., Hirashima M. (2012). Arhgef15 promotes retinal angiogenesis by mediating VEGF-induced Cdc42 activation and potentiating RhoJ inactivation in endothelial cells. PLoS ONE.

[34] An M.J., Kim C.H., Nam G.Y., Kim D.H., Rhee S., Cho S.J., Kim J.W. (2018). Transcriptome analysis for UVB-induced phototoxicity in mouse retina. Environ. Toxicol..

[35] Qiu Y., Yu P., Lin R., Fu X., Hao B., Lei B. (2017). Genome-wide retinal transcriptome analysis of endotoxin-induced uveitis in mice with next-generation sequencing. Mol. Vis..

[36] Wang J., Geisert E.E., Struebing F.L. (2019). RNA sequencing profiling of the retina in C57BL/6J and DBA/2J mice: Enhancing the retinal microarray data sets from GeneNetwork. Mol. Vis..

[37] Kase S., He S., Sonoda S., Kitamura M., Spee C., Wawrousek E., Ryan S.J., Kannan R., Hinton D.R. (2010). alphaB-crystallin regulation of angiogenesis by modulation of VEGF. Blood.

[38] Zhang Y., Schuetz J.D., Elmquist W.F., Miller D.W. (2004). Plasma membrane localization of multidrug resistance-associated protein homologs in brain capillary endothelial cells. J. Pharmacol. Exp. Ther..

[39] Liu Y.T., Liu W., Zhu G.Y., Wang F.L., Chen Q. (2018). Involvement of multidrug resistance protein 4 in the hepatocyte efflux of lamivudine and entecavir. Mol. Med. Rep..

[40] Nishiguchi K.M., Carvalho L.S., Rizzi M., Powell K., Holthaus S.M., Azam S.A., Duran Y., Ribeiro J., Luhmann U.F., Bainbridge J.W. (2015). Gene therapy restores vision in rd1 mice after removal of a confounding mutation in Gpr179. Nat. Commun..

[41] Donato L., Scimone C., Alibrandi S., Pitruzzella A., Scalia F., D’Angelo R., Sidoti A. (2020). Possible A2E Mutagenic Effects on RPE Mitochondrial DNA from Innovative RNA-Seq Bioinformatics Pipeline. Antioxidants.

[42] Donato L., Scimone C., Alibrandi S., Rinaldi C., Sidoti A., D’Angelo R. (2020). Transcriptome Analyses of lncRNAs in A2E-Stressed Retinal Epithelial Cells Unveil Advanced Links between Metabolic Impairments Related to Oxidative Stress and Retinitis Pigmentosa. Antioxidants.

[43] Scimone C., Alibrandi S., Scalinci S.Z., Trovato-Battagliola E., D’Angelo R., Sidoti A., Donato L. (2020). Expression of Pro-Angiogenic Markers Is Enhanced by Blue Light in Human RPE Cells. Antioxidants.

# Supplementary material for: Changes in Gene Expression Profiling and Phenotype in Aged Multidrug Resistance Protein 4-Deficient Mouse Retinas
**Source:** Antioxidants (Basel). 2021 Mar 15;10(3):455. doi: 10.3390/antiox10030455
**Supplement:** Supplementary file 1

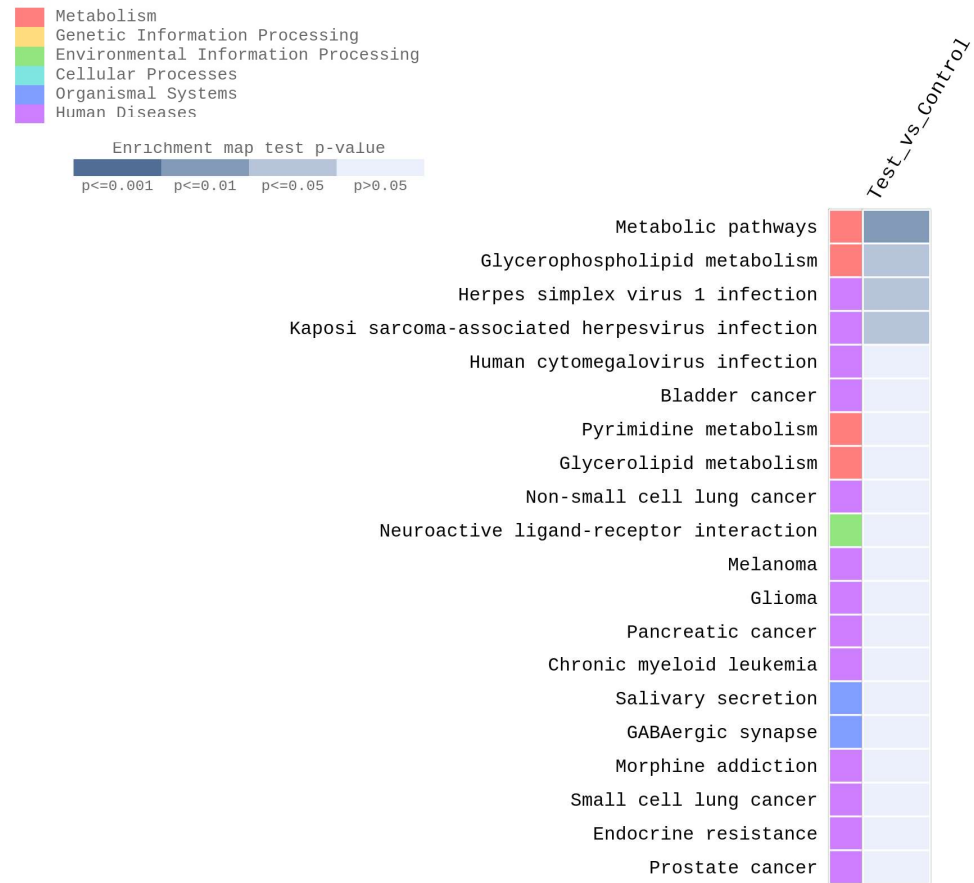

**Figure S1. KEGG pathway analysis result.** Test, *Mrp4*-null mice; Control, wild type mice.

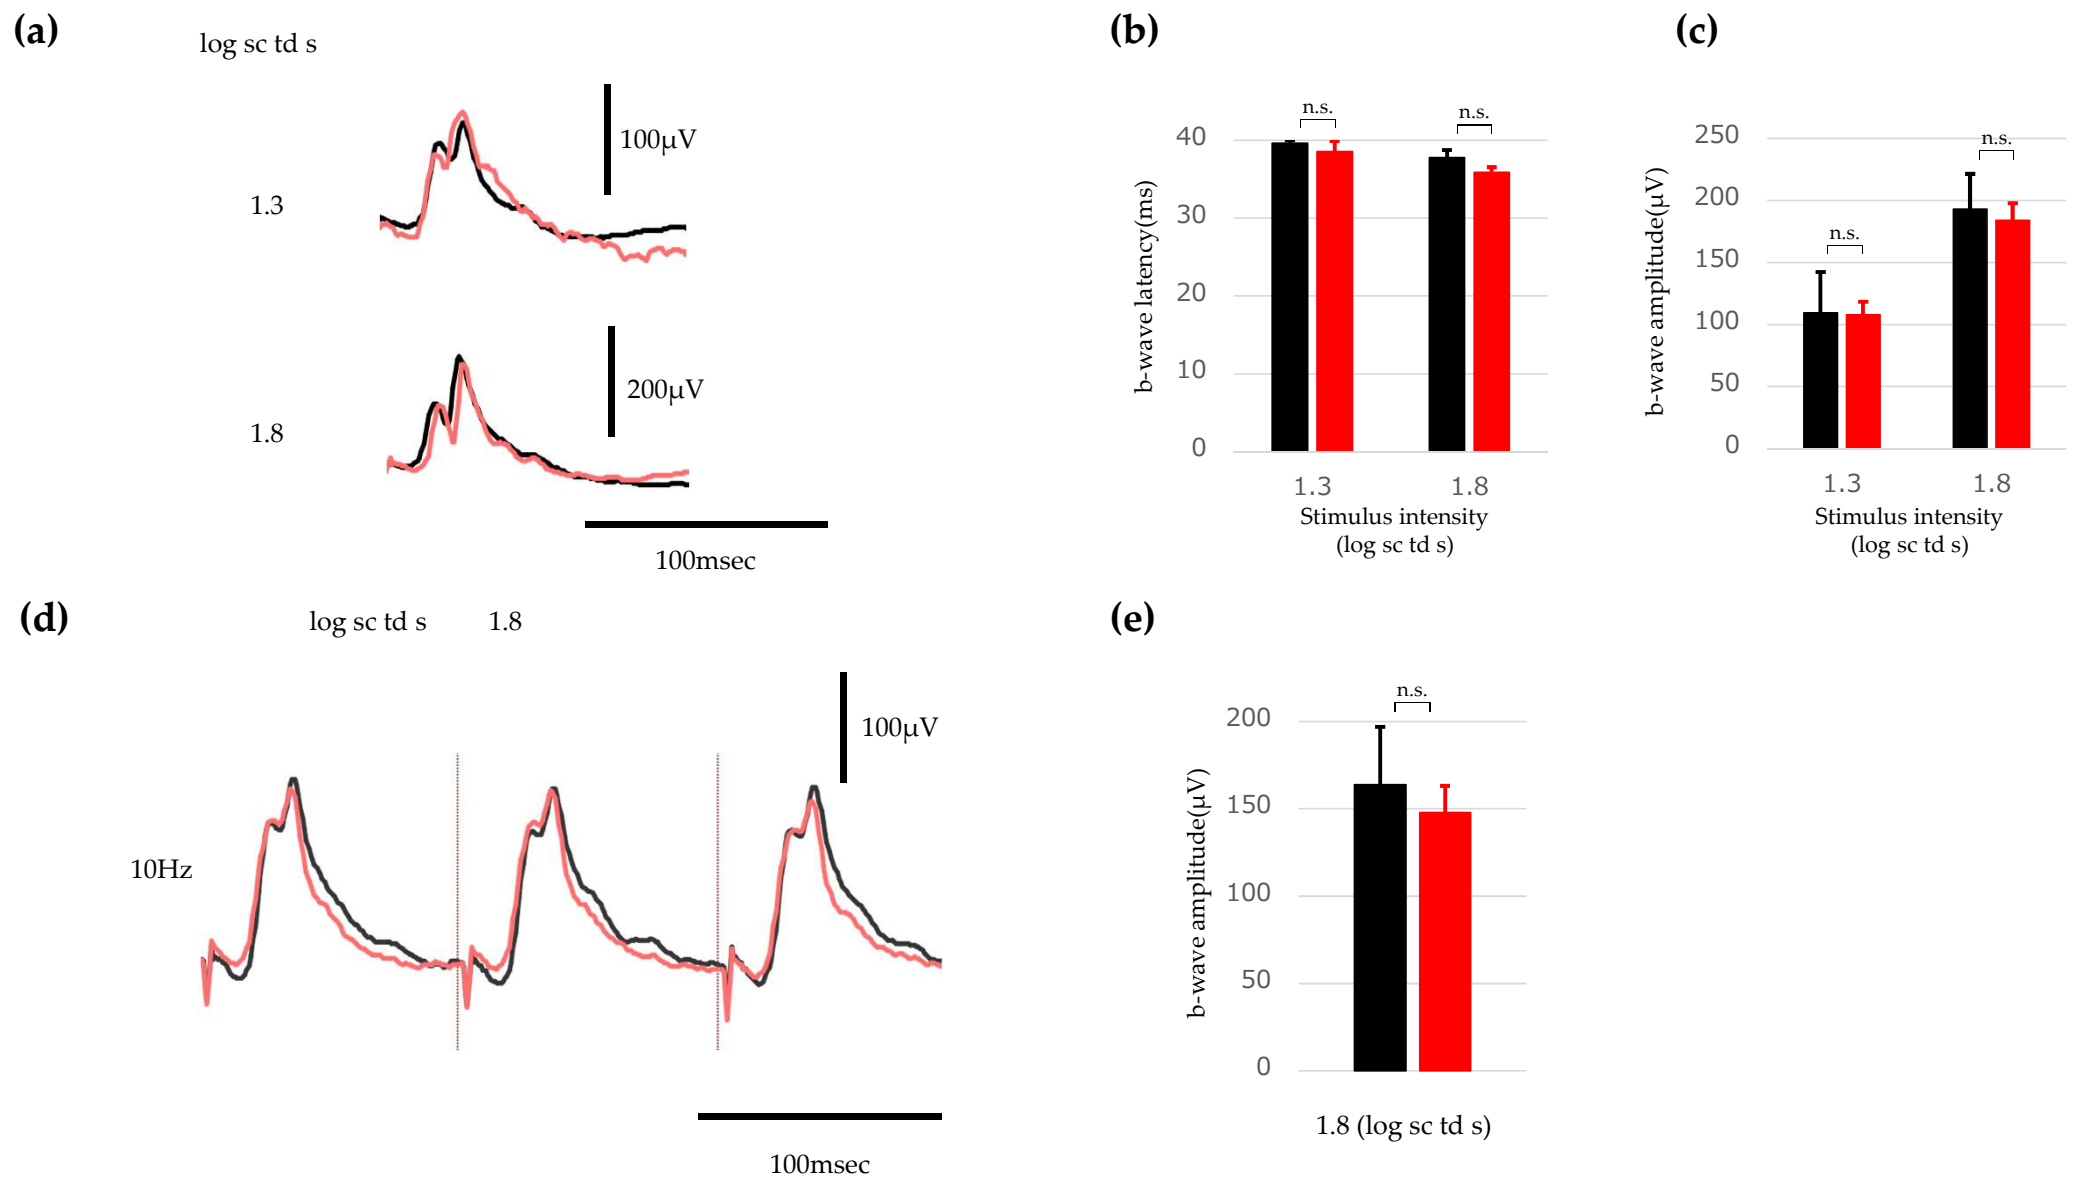

**Figure S2. Results of photopic electroretinogram (ERG) phenotype.** (a) Representative light-adapted ERG recordings. (b) Quantitative analyses of b-wave latency (n=6). (c) Quantitative analyses of b-wave amplitude (n=6). (d) Representative light-adapted flicker ERG recordings. (e) Quantitative analyses of b-wave amplitude of flicker ERG. Error bar = standard deviation. Black line or black bars are data from aged (45 weeks old) WT mice and red line or red bars are data from aged (45 weeks old) Mrp4-null mice. n.s., not significant.

Table S1. Differentially expressed gene list

|             |             |           |             |            |           |            |             |          |           |           |          |          |
|-------------|-------------|-----------|-------------|------------|-----------|------------|-------------|----------|-----------|-----------|----------|----------|
| A_55_P21506 | Gadd45gip1  | 102060    | NM_183358   | -2.856331  | 10.823646 | 3.7104E-14 | -8.48900641 | 0.272733 | 11.607173 | 10.093010 | 0.186566 | 0.198939 |
| A_55_P19752 | Crygc       | 12966     | NM_00108255 | -2.868233  | 5.387395  | 7.1653E-09 | -6.81451859 | 0.827928 | 6.200830  | 4.680668  | 0.817365 | 0.131828 |
| A_55_P20039 | Bfsp1       | 12075     | NM_00129106 | -2.878969  | 7.336527  | 5.7199E-07 | -6.11528655 | 1.310896 | 8.138849  | 6.613297  | 1.057022 | 0.775342 |
| A_51_P48013 | Cryba2      | 12958     | NM_021541   | -2.922684  | 9.423721  | 1.9028E-11 | -7.67481147 | 1.821295 | 10.229071 | 8.681777  | 1.125701 | 1.431751 |
| A_52_P11103 | Pcdh17      | 219228    | NM_00101379 | -2.947979  | 9.760810  | 8.7573E-11 | -7.46449406 | 0.127527 | 10.571778 | 9.012052  | 0.106647 | 0.069924 |
| A_55_P22343 | Rnf150      | 330812    | NM_177378   | -3.065135  | 11.887784 | 1.0964E-16 | -9.18000311 | 0.223726 | 12.723186 | 11.107235 | 0.073089 | 0.211451 |
| A_55_P21149 | Nek3        | 23954     | NM_00116294 | -3.073766  | 8.647729  | 1.2293E-09 | -7.08944657 | 0.109198 | 9.495585  | 7.875578  | 0.050336 | 0.096904 |
| A_66_P12793 | Lim2        | 233187    | NM_177693   | -3.095294  | 7.038515  | 1.5403E-13 | -8.31618202 | 1.939218 | 7.900585  | 6.270509  | 1.175980 | 1.541959 |
| A_52_P59623 | Fam204a     | 76539     |             | -3.231839  | 4.686797  | 2.2855E-06 | -5.87721902 | 0.262332 | 5.608749  | 3.916393  | 0.216776 | 0.147737 |
| A_55_P21443 | Gm4354      | 100043316 |             | -3.286575  | 12.121234 | 2.6248E-15 | -8.80343714 | 0.697197 | 13.009876 | 11.293291 | 0.249631 | 0.650975 |
| A_52_P71541 |             |           |             | -3.370418  | 5.521315  | 1.3927E-08 | -6.715255   | 0.517298 | 6.466912  | 4.713985  | 0.337882 | 0.391705 |
| A_55_P21699 | Zfp982      | 195531    | NM_00136547 | -3.444391  | 7.579843  | 3.4372E-09 | -6.92869572 | 0.574424 | 8.524287  | 6.740038  | 0.249805 | 0.517263 |
| A_55_P20421 |             |           |             | -3.599972  | 12.766711 | 7.0302E-18 | -9.47902529 | 0.767963 | 13.724097 | 11.876112 | 0.239494 | 0.729664 |
| A_55_P21257 | Lrrc8e      | 72267     | NM_028175   | -3.623833  | 5.915894  | 1.3433E-09 | -7.07365908 | 0.296208 | 6.917113  | 5.059597  | 0.106864 | 0.276259 |
| A_51_P12826 | Cyld        | 74256     |             | -3.864257  | 6.305262  | 1.3712E-11 | -7.72088168 | 0.327847 | 7.355310  | 5.405119  | 0.305786 | 0.118232 |
| A_55_P19733 | Gm3579      | 100041932 |             | -4.042077  | 10.327412 | 2.5686E-20 | -10.0644243 | 0.376212 | 11.383992 | 9.368896  | 0.083061 | 0.366928 |
| A_55_P20752 | Kbtbd11     | 74901     | NM_029116   | -4.378432  | 9.556372  | 1.0906E-21 | -10.3798416 | 0.552336 | 10.680763 | 8.550348  | 0.236720 | 0.499038 |
| A_55_P27379 | Lgi3        | 213469    |             | -4.697855  | 6.982873  | 2.5326E-16 | -9.08190614 | 0.191003 | 8.187491  | 5.955489  | 0.113039 | 0.153962 |
| A_52_P55560 | Apbb2       | 11787     |             | -4.743147  | 7.286215  | 2.7815E-15 | -8.79086026 | 0.709104 | 8.495160  | 6.249315  | 0.184820 | 0.684595 |
| A_30_P01031 |             |           |             | -4.905352  | 7.035727  | 9.3703E-16 | -8.92458521 | 0.192189 | 8.275816  | 5.981459  | 0.154316 | 0.114557 |
| A_52_P52937 | Enox1       | 239188    | NM_172813   | -5.194814  | 9.637597  | 2.2943E-26 | -11.4068211 | 0.485835 | 10.899143 | 8.522071  | 0.215068 | 0.435639 |
| A_66_P13143 |             |           |             | -5.677915  | 6.300004  | 3.043E-18  | -9.57429621 | 0.414846 | 7.676018  | 5.170657  | 0.312944 | 0.272330 |
| A_52_P70381 |             |           |             | -5.933803  | 7.266318  | 1.0748E-21 | -10.3912863 | 0.182782 | 8.663453  | 6.094496  | 0.123948 | 0.134335 |
| A_66_P13327 |             |           |             | -6.848760  | 6.670604  | 4.221E-25  | -11.1368744 | 0.294277 | 8.201385  | 5.425542  | 0.129655 | 0.264175 |
| A_51_P36128 | Agpat5      | 52123     | NM_026792   | -7.499705  | 7.703404  | 1.3035E-29 | -12.0547685 | 0.152758 | 9.292731  | 6.385898  | 0.114676 | 0.100918 |
| A_55_P20324 | Slc25a37    | 67712     | NM_026331   | -7.660266  | 6.356264  | 1.3575E-23 | -10.8110969 | 0.547651 | 7.992435  | 5.055041  | 0.316730 | 0.446770 |
| A_55_P20036 | 4930480K23R | 75016     | NR_130157   | -10.853326 | 7.131619  | 9.4851E-41 | -14.027008  | 0.715109 | 9.056142  | 5.616076  | 0.430551 | 0.570970 |

How the deposited data were processed for this re-analysis (not part of the article)

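Gene expression was measured in retinas of aged mice, in 4 samples labelled Mrp4-null and 4 wild-type samples, each on 1 one-color Agilent array of the same slide. The paper gives the age as 45 to 55 weeks and the sample labels as 46 to 55 weeks. The methods name tissue from 3 mice, and whether each sample pooled 3 mice is not clear from the text. No file covers the histology, immunohistochemistry or electroretinography, and no passage was written for them.

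The authors deposited the scanner output of each array, with the processed signal intensity, the median intensity of each spot and of its background, and flags per spot. The Feature Extraction software had subtracted the background and removed spatial trends within the array, and the intensities were not normalized between arrays. The authors also deposited 1 table of values for the series. Set against the scanner output, it holds the mean processed intensity of each probe, with spots marked as outliers included and with no log2 transformation, normalization or filter. The array design carries an older genome build than the gene table used for names, which is of GRCm38.p6, so no coordinates are given and that table served only for names, chromosomes and neighbouring genes.

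Each array held 62976 spots, of which 59305 were not controls. These represented 56605 probes, and 300 of them were spotted 10 times. Spots marked as outliers, between 78 and 143 per array, were left out. The log2 of the processed intensity was averaged per probe. A probe was retained when it was well above background on every measured array of at least 1 genotype, with at least 3 measured arrays in that genotype and 2 in the other, which left 37085 probes. On single arrays, between 66.0% and 69.9% of the probes were well above background. The 75th percentile of the signal was between 678 and 1082. The retained values were normalized by the quantile method. Accessions in the files matched the gene table for 32994 probes (58.3%), Table 1 named 2 more and Table S1 named 1 more by a complete accession. Other probes that Table S1 names but whose accession on the array matched neither table were left out of counts of genes and lists. Different probes of a gene were kept apart, and a gene counted as changed if any of its retained probes did.

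R 4.3.3 was used with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. Genotypes were compared with lmFit and eBayes, with genotype as the only term, and p was adjusted by the Benjamini-Hochberg method over all retained probes. A probe was called changed at a fold change of at least 1.5 and an adjusted p under 0.05, also where p was adjusted over a list alone. The local pooled error test of the methods was written for this work, with variances pooled in intensity bins of 0.01 of the values and smoothed by a spline of 10 degrees of freedom. The paper's text does not say whether its p was adjusted. In Table S1 different probes share the same p of that test, such as 4.68e-06 for Erdr1 and Arf5, which goes with adjustment. The Benjamini-Hochberg method was applied there as well. On simulated data for this comparison, with 200 of 37075 probes changed, limma recovered 92.0% of the changed probes with 14 false calls, and the local pooled error test recovered 97.5% with 118 false calls. The simulated noise was drawn independently for each probe from limma's own variances, a setting that favours limma. It held no variation shared between probes, which the real arrays have. These counts are therefore not error rates for the real arrays. Single values per array, means of gene lists and distances between arrays were compared with exact two-sided permutation tests over all groupings of 4 and 4 arrays, for which the smallest p is 0.0286.

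Gene lists were tested with camera at a preset correlation of 0.01 and with fry. The lists were lens, ciliary body, pigment epithelium, skeletal muscle, blood, myeloid cells, endothelium, blood-retinal barrier, rods, cones, bipolar cells, horizontal and amacrine cells, ganglion cells, Muller glia, phospholipid synthesis, antioxidant enzymes, ABC transporters and zinc finger genes with a Zfp symbol. A list of 2 astrocyte genes was too short to test. A list of 5 sex-linked genes was read per array, without a test. The genes named in the text are those of Table 1, those the paper's text or figures name, those of the lists, genes of Table S1 that belong to a term the text names, and the 10 changed probes with the largest rise and the 10 with the largest fall, by fitted fold change, among those whose arrays did not overlap between genotypes. Changed genes were compared in position with 10000 random draws of tested genes. Lists, tests, naming rule and the alternatives were set before the data were examined, apart from the ones the text names as chosen later. Table S1 had been read before the test of positions was set.

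The alternatives were a shift to the 75th percentile, cyclic loess, normexp background correction with an offset of 50, other filters on dim probes, spots marked as outliers kept, the deposited table of values, the local pooled error test, an intensity trend with robust variances, the sample number as a block, each array left out in turn, other thresholds, other set tests, every probe of a gene, and other distances between neighbouring genes. The normexp correction used the median spot intensity because the scanner output holds no mean spot intensity. Enrichment of Gene Ontology terms and KEGG pathways was not recomputed because their gene sets are not among the files.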

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

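The tests in this part were chosen before the values were seen, apart from those of signal strength and of expression changes as explanations of the tree of arrays, which were chosen afterwards. Single values on 4 arrays of a genotype were screened for an array far from the others in 80 groups of arrays, and 3 groups had a gap to the nearest array, divided by the whole range, above 0.829. Chance gives about 1 in 20, so 3 of 80 is no more than chance gives.

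The 75th percentile of the signal was 678 on the second array labelled Mrp4-null and 1000 to 1058 on the other 3 (ratio of gap to range 0.846). The third wild-type array was at 706. These 2 arrays also joined in the tree of all retained probes. Over the 8 arrays, the first principal component of the normalized values went with the 75th percentile (Pearson's r = 0.784, permutation p = 0.0283; Spearman's rho = 0.857, permutation p = 0.0107; 1 relation computed). Without the second array labelled Mrp4-null and the third wild-type array, r was 0.298, so the relation rests on these 2 arrays, and whether signal strength is the cause cannot be told apart from another property of the pair. Expression changes shared by all probes of a gene are argued against as the whole of the first factor of the variation within genotypes, since 42.3% of the pairs of probes of the same gene moved in opposite directions along it, among pairs in which at least 1 probe moved by 1.5-fold or more per unit of the factor. No other biological explanation was tested.

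The mean log2 signal of the blood-retinal barrier list was 9.41 on the same second array labelled Mrp4-null and 9.68 to 9.74 on the others (ratio 0.832). Leaving this array out turned the list's mean log2 fold change from -0.04 to 0.035, so the low value could be part of what sets this array apart, and neither a technical nor a biological explanation of it was tested further.

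The mean of the blood list was 11.01 on the first wild-type array and 10.00 to 10.13 on the other wild-type arrays (ratio 0.871). Among the arrays labelled Mrp4-null it was between 10.03 and 11.02, so the level of the first wild-type array is not outside the range of the other genotype. The mean log2 fold change of the list was 0.17, and it was 0.41 without the first wild-type array and -0.0050 without the third array labelled Mrp4-null. Blood left in the tissue could give such differences between arrays, and no test here separates it from a change in the retina.

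Among the changed probes, 7 were well above background on all 4 arrays labelled Mrp4-null and on no wild-type array, and none of them is in Table 1. The paper's filter on flagged probes may have removed such probes before its ranking. The largest bound was that of a probe of Sycp1, at least 10.7-fold higher. Further ones were probes of Gm13807, at least 4.58-fold higher, and of Slc6a2, at least 2.53-fold higher, and the unnamed probe A_55_P2930389, at least 3.94-fold higher. In the other direction, 11 changed probes were well above background on all 4 wild-type arrays and on no array labelled Mrp4-null, among them Nek5, at least 4.47-fold lower, and the unnamed probe A_55_P2621461, at least 19.4-fold lower. Each bound sets the signal against the lowest signal among probes well above background, so the true difference may be larger; with no filter on dim probes, 144 probes were called in all, of which 132 were among the 202. Slc6a2 and Nek5 lie on chromosome 8, which also held 35 of the 107 changed genes. Sequence differences under a probe would silence it on 1 genotype only and are weighed with the positions of the changed genes.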

How the results depend on the processing

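The first factor of the variation within genotypes as a covariate, and the local pooled error test together with the filter on both genotypes, were chosen after the data had been seen. The other alternatives were not.

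The 202 changed probes became 143 to 232 under the other normalizations, background correction, filters and tests, not counting the block, the covariate and the thresholds. They became 554 at 1.5-fold with an unadjusted p and 699 at 1.5-fold alone, where fewer conditions are set, and 223 at the adjusted p alone. With the covariate, which takes variation within genotypes out of the error, 305 were called, including all 202. Leaving out 1 array gave 117 to 188 changed probes and 62 to 98 changed genes, with the lowest counts without the fourth wild-type array (114 of its 117 probes among the 202) and with fewer samples in each fit. Of the changed probes, 47.0% were higher, and between 44.8% and 53.9% were under the other normalizations, filters and tests.

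Arrays with the same sample number did not deviate together, with correlations of -0.29, -0.69, 0.03 and 0.41 for numbers 1 to 4, so the numbers do not pair the samples. With the number as a block, 71 probes and 40 genes were called, Apbb2 was at -2.25 (adjusted p = 0.0857) and the ganglion list at -0.10 (adjusted p = 0.0570).

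The log2 fold changes of the 20 probes of Table 1 kept their sign under every alternative. Of the 18 that were called, 17 were called under every alternative that kept all arrays, with the smallest changes under the normexp correction, where Abcc4 was at 3.29. The exception was Apbb2, which was at -2.25 (adjusted p = 0.0570) with no filter on dim probes, where more probes are tested, and between -2.54 and -1.97 with 1 array left out, where 5 of 8 fits did not call it. Over all fits its adjusted p with all arrays was at most 0.0857. Tgds (1.74) and Ch25h (1.68) were called by the local pooled error test, and by that test with the filter on both genotypes (1.74 and 1.72). Tgds was also called with the covariate (1.74).

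The mean of the lens list was negative throughout. It was -1.12 under fry (p = 0.0914) and under camera with an estimated correlation (p = 0.110), neither of which called it, and its range was -1.15 to -0.82 over the alternatives and -1.50 to -0.77 with 1 array left out. The exact permutation test gave p = 0.143 under every alternative with all arrays, and 0.0571 to 0.257 with 1 array left out. Lens genes called changed numbered 13 under the local pooled error test, 12 with the filter on both genotypes added and 1 without the third wild-type array. They numbered 0 under the other normalizations, filters and tests and in the other fits with 1 array left out. With fewer conditions set, 4 of the 19 passed at 1.5-fold with an unadjusted p under 0.05, and more did at 1.5-fold alone.

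Among the other lists, with p adjusted over the lists, fry did not call the ciliary body (0.60), myeloid (0.51) and bipolar (0.15) lists and called the ABC transporters (0.14). Camera with an estimated correlation did not call the ciliary body (0.60), muscle (0.69), myeloid (0.51), bipolar (0.15) and ganglion (-0.10) lists. The muscle list was not called under normexp (0.37), with no filter (0.41) or with the covariate (0.69), nor was the ganglion list under the local pooled error test (-0.10, also with the filter on both genotypes) or with the covariate (-0.10). The local pooled error test called the blood (0.17) and ABC transporter (0.14) lists, also with the filter on both genotypes (0.17 and 0.14). With every probe of the gene, the horizontal and amacrine list turned to 0.0062. With 1 array left out, the muscle list ranged from 0.59 to 0.77, the myeloid list from 0.25 (not called, without the third array labelled Mrp4-null) to 0.75, the bipolar list from 0.12 to 0.19 and the ganglion list from -0.12 to -0.082, and calls were lost in 4, 1, 1 and 6 of the 8 fits. The blood-retinal barrier list ranged from -0.076 to 0.035, the blood list from -0.0050 to 0.41 and the cone list from -0.048 to 0.016, so their signs depend on single arrays. The pigment epithelium list ranged from 0.020 (without the fourth wild-type array) to 0.21 and was called without the third array labelled Mrp4-null (0.18) and without the second wild-type array (0.21). The blood list was called without the first wild-type array (0.41).

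The distance between genotypes minus that within passed the test only with the covariate (12.5, exact permutation p = 0.0286), where the separation is largely built in because the factor is taken from the variation within these genotypes and was not estimated anew for each split. Its p was between 0.0571 and 0.829 under the other alternatives with all arrays and between 0.114 and 0.943 with 1 array left out, where the value was 0.516 without the fourth wild-type array and 8.68 without the second array labelled Mrp4-null. The number of changed genes with a changed neighbour stayed above the random draws under every alternative (permutation p at most 0.000200), from 32 of 40 with the block to 121 of 153 with the covariate, and from 53 to 81 genes with 1 array left out. The odds ratio on chromosome 14 was between 4.73 and 10.7 with all arrays and between 6.84 and 10.8 with 1 array left out. At 1 Mb and 10 Mb, 73 and 89 of the 107 genes had a changed neighbour. Where no cause is given, the cause was not tested. Probes near background limit what can be seen: 35607 probes were well above background on every array of both genotypes, and 169 of these were called.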

Differences from the paper's values

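Of the settings named in this part, the covariate and the local pooled error test with the filter on both genotypes were chosen after the values had been seen. The paper's count of differently expressed genes was within 1.5 times the count of changed probes found here. It was not within 1.5 times the count of 107 changed genes, which leaves out changed probes without a name. Table S1 lists its entries by probe, and some have no gene name. The paper's 20 fold changes of Table 1 were within the spread between replicates of the fold changes found here. The count of changed probes differed by more than 1.5 times from the paper's 186 with the sample number as a block (71), without the fourth wild-type array (117) and with the covariate (305). It did so too at 1.5-fold with an unadjusted p (554) and at 1.5-fold alone (699). Under the normexp correction the fold changes of Table 1, apart from those of Tgds, Ch25h, Enox1 and Apbb2, differed from the paper's by more than that spread. Myom2 was then 4.80-fold higher, where the paper's value is 13.4, and Abcc4 9.80-fold higher, where the paper's value is 15.1. Under the other alternatives neither the count of changed probes nor any of the 20 fold changes differed in this way.

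The paper lists Tgds and Ch25h among its top upregulated genes. Here their log2 fold changes were 1.74 and 1.68 and neither was called by limma (adjusted p = 0.123 and 0.450). Both were called by the local pooled error test, which is the test the paper's methods name, with adjusted p = 1.29e-11 and 0.0122, and both by that test with the filter on both genotypes. Tgds was also called with the first factor of the variation within genotypes as a covariate (adjusted p = 0.000687). The last 2 settings were chosen after seeing the values, and no other normalization, filter or test and no fit with 1 array left out called either gene. At 1.5-fold with an unadjusted p under 0.05, or at 1.5-fold alone, both pass.

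The paper reports lens terms among those enriched in its differently expressed genes, and the readable copy of its Table S1, with 173 entries against the paper's 186 genes, holds 9 of the 19 lens genes tested here. Limma called 0 of the 19 changed, with 5 at an unadjusted p under 0.05. The local pooled error test called 13, and 12 with the filter on both genotypes. Without the third wild-type array limma called 1. At 1.5-fold with an unadjusted p under 0.05, 4 of the 19 pass.

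Table 1 gives the 10 probes with the largest rise and the 10 with the largest fall. Some changed probes retained here rose more than Spry2 in Table 1 (log2 fold change 1.91) without being in that table. Among them were Agtr1a, at 2.65, and a second probe each of E2f2, at 2.68, and Masp2, at 2.67. Sycp1 did so by its bound, at least 10.7-fold higher. In the other direction, the unnamed probes A_55_P2621461, at least 19.4-fold lower, and A_52_P622941, at least 8.74-fold lower, fell more than Lgi3 in Table 1 (-2.23). Where a fold change is only a bound, the rank of the probe is not settled, so no count of such probes is given. None of the probes named here as absent from Table 1 was well above background on every array of both genotypes. The paper's methods filtered out probes by a flag that its text does not define. Such dim probes may therefore have been removed before its ranking.

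Of the 166 entries of Table S1 that matched a retained probe, limma called 108 and the local pooled error test 163. That test with the filter on both genotypes called 190 probes, including all 166. This setting was added after the test had been tried with each filter and its counts had been seen beside the paper's count.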

Other observations

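The counts of calls under other splits of the arrays were planned before their results were seen. The explanations of the positions, of the level of Abcc4, of the lens and ciliary body genes, of the sex-linked genes and of the tree were weighed with tests chosen after the results were seen, although the tests of positions and the permutation test of the lens list themselves had been set before the data were examined.

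Abcc4 was higher on the arrays labelled Mrp4-null. An exchange of single arrays between the genotypes is argued against, because the lowest array under that label lay 3.51 log2 units above the highest wild-type array. An exchange of both groups as a whole cannot be told apart from the labels as given: 20 changed genes lie on the chromosome of Abcc4, and they would do so whichever group carried the targeted allele. A transcript of the targeted allele that still binds the 1 named probe of Abcc4 could also be higher, and no value examined here tests that.

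Changed genes lay near one another. Chance positions are argued against, since random draws reached at most 68 genes with a changed neighbour and 88 were found (permutation test, p = 0.0001, the smallest the draws can give). The same 88 genes argue against changes that follow the loss of Mrp4 at genes wherever they lie as the whole cause. The place of the probes on the array is argued against, since neighbouring changed genes were as far apart on it as other pairs of changed genes (ratio of median distances 0.999), and the row of the slide, which is the genotype, gives no reason for neighbours in the genome to change together. A candidate explanation is that the samples differ in genomic segments from another mouse strain, kept with the targeted gene. Changed genes were over-represented on chromosome 14, where Abcc4 lies (odds ratio 6.60). The clusters on chromosomes 8 and 4, with 35 and 23 changed genes, are not linked to Abcc4 and would need segments of their own. The paper describes the genetic background of the knockout mice, and strain markers are not among the files. An effect of MRP4 loss on single genes within these regions stays open.

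In such segments a sequence difference under a probe may change its signal without a change in expression. Among the named probes, 39 changed genes had 59 other retained probes, of which 22 moved the same way by at least 1.5-fold (37.3%) and 49 had the same sign. The first criterion set for this explanation was whether under or over 0.5 of the other probes follow, and by it the share of 37.3% goes with sequence differences. A count per gene took its place later. For 19 changed genes another probe followed, which argues against a difference under 1 probe alone for these genes. Agpat5 is one of them, although a probe that only Table S1 names for it was called the other way. Uggt2 is another, and it also had a probe called the other way, at 0.64. Zfp600, also among them, had a further probe of the other sign. For the other 88 changed genes none did, or the gene had no other retained probe with its name, and sequence differences cannot be told apart from changed expression there.

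Other splits of the 8 arrays into 4 and 4 were fitted the same way. Of 35 splits, 2 gave at least as many changed probes as the genotypes, the genotypes included, and likewise 2 for changed genes, so chance is not excluded by this count. The other split gave 2200 changed probes, and of the remaining ones 1 gave 2 probes and the others 0. It set the first and the fourth arrays labelled Mrp4-null and the second and the fourth wild-type arrays against the rest, which is also how the first factor of the variation within genotypes parts the arrays. This factor took 56.3% of the variation within genotypes. With the local pooled error test, 9 of 35 splits gave at least as many calls, with a median of 121.5 over the other splits, so chance is not excluded there either. No batch is labelled that this split follows. Along the factor, 42.3% of the pairs of probes of the same gene moved in opposite directions, among pairs in which at least 1 probe moved by 1.5-fold or more per unit of the factor, which argues against expression changes shared by all probes of a gene as the whole of the factor. Signal strength stays open, with r = 0.784 between the first principal component and the 75th percentile of the signal resting on 2 arrays.

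Lens genes moved together from array to array within a genotype, with a mean correlation of 0.719 over the 19 genes. Random sets of genes of like expression had a median of 0.0048 and a maximum of 0.411 (permutation test with 10000 draws, p = 0.0001, the smallest they can give), and the 10 lens genes that are not in the readable copy of Table S1 had 0.598, although the entries missing from that copy could hold some of them. A candidate explanation of the lower lens list is lens tissue carried along at dissection in differing amounts, which predicts such joint movement; a regulator shared by these genes in the retina could also give it. Chance differences between arrays are not excluded (exact permutation p = 0.143). The most abundant genes of the list were Cryaa, at 12.47 and 13.91 on the log2 scale under the Mrp4-null label and in wild-type (log2 fold change -1.44), and Cryab. Of the 19 genes, 18 were well above background on all 8 arrays, so these arrays do not show how many of them the retina itself expresses, and 9 are in the readable copy of Table S1. Ciliary body genes were higher on the arrays labelled Mrp4-null, with a mean log2 fold change of 0.60 and a median of 0.064 over 11 genes (limma's camera, adjusted p = 0.000394; limma's fry, adjusted p = 0.145). In the exact permutation test of the list's mean, p was 0.0286, the smallest possible, and 0.103 when adjusted over 18 lists. Of the 11 genes, 9 were higher. Limma called 0 over all genes tested and 5 when adjusted over the list alone. As many of these genes passed at an unadjusted p under 0.05 and by the local pooled error test. Within genotypes their mean correlation was 0.237 (permutation test against random sets, p = 0.0262). Ciliary body tissue carried along may explain this, and it would then differ in the opposite direction from lens tissue.

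The paper's text does not give the sex of the mice. Xist was well above background on all 4 arrays labelled Mrp4-null and on the first and the second wild-type arrays, and not on the third and the fourth. All 7 Y-linked probes were well above background on the third and the fourth wild-type arrays, 6 on the second and none on the first or on any array labelled Mrp4-null. That all 7 Y-linked probes were well above background on the arrays where Xist is not is consistent with mice of both sexes in the wild-type group. Sex is then partly confounded with genotype, and arrays were not regrouped by these genes.

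The remaining lists gave the following mean log2 fold changes, with the p of limma's camera adjusted over 18 lists. Myeloid genes were at 0.51 (adjusted p = 0.000179; 11 of 12 genes higher), and the only one called was Cd52. Bipolar genes were at 0.15 (adjusted p = 0.00807; 5 of 5 higher) and ganglion cell genes at -0.10 (adjusted p = 0.0296; 1 of 7 higher). Skeletal muscle genes were at 0.69 (adjusted p = 0.0296; 3 of 6 higher), with a median of 0.0038, and the only one called was Myom2. None of these held under camera with an estimated correlation. Under fry the muscle and ganglion lists held (adjusted p = 0.0307 for both), while the myeloid (0.196) and bipolar (0.0719) lists did not. ABC transporters were at 0.14 (adjusted p = 0.173, and 0.0307 under fry), and the only one called was Abcc4 itself. In the exact permutation test of the list means, p was 0.0286 for the myeloid, ganglion, muscle and ABC transporter lists. Adjusted over 18 lists it was 0.103 for each of them. For the bipolar list it was 0.0571, and 0.171 when adjusted. Antioxidant enzymes were at 0.070 with a median of -0.057 (adjusted p = 0.892). Limma called 0 of these 20 genes over all genes tested and 2 when adjusted over the list alone, with 4 at an unadjusted p under 0.05 and 2 called by the local pooled error test. Pigment epithelium genes were at 0.11 (adjusted p = 0.197), blood at 0.17 (adjusted p = 0.402), rods at 0.026 (adjusted p = 0.582), cones at -0.025 (adjusted p = 0.958), horizontal and amacrine cells at -0.018 (adjusted p = 0.804) and Muller glia at -0.068 (adjusted p = 0.435). Limma called 0 genes of these last 6 lists and of the bipolar and ganglion lists, over all genes tested and adjusted over the list alone, and the local pooled error test called 0. These calls also require 1.5-fold. Without it, 1 gene each of the cone, bipolar and Muller lists had an adjusted p under 0.05 over the list alone (0.0145, 0.0383 and 0.0382 from limma). An unadjusted p under 0.05 was found for 1 gene each of the cone, bipolar, ganglion and Muller lists and for 0 of the others.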
